# 5'-Serial Analysis of Gene Expression studies reveal a transcriptomic switch during fruiting body development in *Coprinopsis cinerea*

**DOI:** 10.1186/1471-2164-14-195

**Published:** 2013-03-20

**Authors:** Chi Keung Cheng, Chun Hang Au, Sarah K Wilke, Jason E Stajich, Miriam E Zolan, Patricia J Pukkila, Hoi Shan Kwan

**Keywords:** *Coprinopsis cinerea*, SAGE, Transcriptome, Microarray, Transcription start site, Fruiting body, Mycelium, Primordium

## Abstract

**Background:**

The transition from the vegetative mycelium to the primordium during fruiting body development is the most complex and critical developmental event in the life cycle of many basidiomycete fungi. Understanding the molecular mechanisms underlying this process has long been a goal of research on basidiomycetes. Large scale assessment of the expressed transcriptomes of these developmental stages will facilitate the generation of a more comprehensive picture of the mushroom fruiting process. In this study, we coupled 5'-Serial Analysis of Gene Expression (5'-SAGE) to high-throughput pyrosequencing from 454 Life Sciences to analyze the transcriptomes and identify up-regulated genes among vegetative mycelium (Myc) and stage 1 primordium (S1-Pri) of *Coprinopsis cinerea* during fruiting body development.

**Results:**

We evaluated the expression of >3,000 genes in the two respective growth stages and discovered that almost one-third of these genes were preferentially expressed in either stage. This identified a significant turnover of the transcriptome during the course of fruiting body development. Additionally, we annotated more than 79,000 transcription start sites (TSSs) based on the transcriptomes of the mycelium and stage 1 primoridum stages. Patterns of enrichment based on gene annotations from the GO and KEGG databases indicated that various structural and functional protein families were uniquely employed in either stage and that during primordial growth, cellular metabolism is highly up-regulated. Various signaling pathways such as the cAMP-PKA, MAPK and TOR pathways were also identified as up-regulated, consistent with the model that sensing of nutrient levels and the environment are important in this developmental transition. More than 100 up-regulated genes were also found to be unique to mushroom forming basidiomycetes, highlighting the novelty of fruiting body development in the fungal kingdom.

**Conclusions:**

We implicated a wealth of new candidate genes important to early stages of mushroom fruiting development, though their precise molecular functions and biological roles are not yet fully known. This study serves to advance our understanding of the molecular mechanisms of fruiting body development in the model mushroom *C. cinerea*.

## Background

The mystery of mushroom formation has fostered a deep curiosity for understanding the molecular mechanisms underlying fruiting body initiation and development in basidiomycetes and a goal of mycological research community. *Coprinopsis cinerea* (previously known as *Coprinus cinereus*), the inky cap, is a model mushroom commonly employed to study developmental processes in agaricomycetous fungi [1]. In addition to studies related to mating types, enzyme production, and genome manipulation, much emphasis has been put on the fruiting process, particularly on the later stages including synchronous karyogamy and meiosis. This process is the most complex, yet rapid, of the developmental events in the life cycle of *C. cinereus*. When nutrients are depleted, the relatively loose mesh of undifferentiated mycelium undergoes a drastic change to form a compact multihyphal structure with many different cell types holding each other through hyphal-hyphal interactions, known as the fruiting body [2]. The fruiting process can be divided into six main developmental stages: hyphal knot, initial, stage 1 primordium, stage 2 primordium, immature fruiting body and mature fruiting body [1]. Besides nutritional constraints, the normal day-night rhythm cycle is also critical for the transition of one stage to another [3,4]. Under ideal conditions, the whole process takes only a few days following the first sign of fruiting [5].

The advancement from mycelium (Myc) into stage 1 primordium (S1-Pri) is hypothesized to show the most significant transcriptomic changes as it represents development from an undifferentiated structure to a well-organized multihyphal structure at a later stage of fruiting body formation. A number of genes have been previously characterized to be involved during this transition. These include the oligosaccharide-binding galectins *cgl1* and *cgl2* for potential but yet unproven mediation of hyphal interactions [6,7]; a homolog to the bacterial cyclopropane fatty acid synthase for generating stress signals as a result of membrane alteration [8]; blue light photoreceptors *dst1* and *dst2* for photomorphogenesis [3,4]; a *Ustilago maydis* adaptor protein Ubc2 homolog for filamentous growth, pheromone response and virulence [9] and a number of metabolic enzymes such as adenylate cyclase, phenol oxidase and glycogen phosphorylase [1]. Nevertheless, the lack of large scale assessment of gene expression hinders the generation of a more comprehensive picture of the fruiting process. In order to better understand the molecular basis underlying this transition, it is desirable to identify the genes differentially expressed among these two developmental stages through comparing the respective transcriptomes. Such studies are especially feasible in *C. cinerea* because of the recent release of its 37.5 Mb genomic sequence and predicted gene set consisting of 13,342 protein-coding genes [10].

Serial Analysis of Gene Expression (SAGE), invented in 1995, is a digital expression tag profiling technology for high throughput genomic-level evaluation of transcriptomes [11]. Over the past 17 years, SAGE has become a well-recognized tool and has been extensively used in human, animal, yeast, plant and fungal studies [12]. The advancement of next-generation DNA sequencing technologies in recent years has enabled SAGE analysis to attain higher throughput, sensitivity and cost-effectiveness compared to the original cloning-based and Sanger sequencing approaches [13-15]. In addition, the SAGE protocol was improved based on a combination of 5^′^ RACE and SAGE, known as 5^′^-SAGE, which extracts the first 15–17 bp of each mRNA transcript [16,17]. This allows simultaneous characterization of the transcriptome and transcription start site (TSS). The TSS data are invaluable for identification and analyses of promoter regions and *cis*-regulatory elements that contribute to better understanding of higher-order regulatory mechanisms [18]. The >100 bp sequence reads available with 454 Life Sciences (GS20) sequence technology [19] is well-suited for the length of 5^′^-SAGE ditags. The short length, but more numerous sequences from the 454 approach allows the tedious steps of concatenation and colony picking in the original SAGE procedures to be bypassed.

Here, we report a high throughput analysis of the two 5^′^-SAGE libraries, supplemented by oligomicroarray data, for comprehensive assessment of the transcriptomes of *C. cinereus* at the Myc and S1-Pri stages. A wealth of novel candidate genes and molecular mechanisms related to fruiting body initiation and development are identified from the comparison of the gene expression profiles at these stages. The genes and pathways identified will serve as an important platform for future studies in developmental biology of basidiomycetes.

## Results and discussion

### Sequencing of 5^′^-SAGE ditags and separation into tags

The 5^′^-SAGE libraries were constructed from each Myc and S1-Pri mRNA preparations and we obtained a total of 198,809 valid ditags from both developmental stages. At an average read length of 95.5 bases, the sequences accounted for 94.9% of the GS20 sequencer throughput. After tag extraction and quality filtering, we obtained a total of 253,415 valid tags, with 107,046 from the Myc stage and 146,369 from the S1-Pri stage.

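The 2 libraries were made from a dikaryon of *C. cinerea*, a mycelium that carries the nuclei of both mated strains in each cell. The Myc library came from mycelium kept in the dark at 37°C for about 7 days. The S1-Pri library came from primordia about 5 mm high, which had been kept at 25°C with 14 hr of light and 10 hr of darkness per day and were collected 2 days before karyogamy, the fusion of the paired nuclei. In 5′-SAGE, a short tag is released from the 5′ end of each cDNA, tags are joined into ditags and sequenced (here by 454 pyrosequencing), and the number of times a tag is read measures the abundance of the transcript that starts there. The authors kept the tags with a single exact match in the genome, removed singleton tags, summed the tags within 500 bp upstream of each start codon and deposited this sum for each gene as tags per 100,000 genome-mapped tags. The deposited values lie in equal steps of 1 tag, so the whole number of tags behind each value could be recovered: 100% of the values of both libraries lay within 0.055 tags per 100,000 of a whole tag. The steps correspond to totals of 66082 tags for Myc and 93639 tags for S1-Pri, and 1 tag was therefore worth 1.51 tags per 100,000 in Myc and 1.07 in S1-Pri. For S1-Pri, 3 totals fitted within this tolerance and the one with the smallest misfit was used. These totals are 75.0% and 79.2% of the paper's numbers of tags with a unique genome match, 88053 and 118257, and all values given here rest on the smaller totals. Whether the removal of singletons accounts for the difference was not tested. The lowest value above 0 was 2 tags in both libraries, held by 623 genes in Myc and 748 in S1-Pri, so a gene listed at 0 may still have had singleton tags. With 1 library per stage, no 5′-SAGE difference between Myc and S1-Pri has a replicate check within these data. The paper's microarrays and real-time RT-PCR used biological replicates, and of these only the ratios printed in Table 6 were used here. Intervals are exact Clopper-Pearson 95% confidence intervals, which for tags cover counting error only. For shares of genes they treat the genes as independent draws, which they are not, and cover no spread between cultures. A count of 0 was given a limit of 3 tags, which is 4.54 tags per 100,000 in Myc and 3.20 in S1-Pri. The upper ends of the two-sided intervals for 0 tags lie higher, at 5.58 and 3.94, and neither covers the removed singletons. A fold change against a count of 0 was computed against this limit and is written as at least that fold. It takes the level in the other library as measured, and none is given where the interval of that level reaches below the limit. Such a fold is therefore not a confidence bound, and the true fold may be lower.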

### Tag to gene assignment

All the Myc and S1-Pri tags were assigned to the *C. cinerea* genome assembly [10] by in-house Perl scripts and no mismatches were allowed. We found approximately 80% of the 107,046 Myc tags and the 146,369 S1-Pri tags matched perfectly to the genome with no mismatches (Table 1). Such percentage is comparable to previous studies using similar techniques [16,17,20]. Meanwhile, an average of 7.2% of tags matched to multiple positions and 11.3% could not be mapped to the genome (Table 1). Most of the multiple mapping tags (>90%) were perfectly aligned to 2–4 genomic positions of non-homologous genes but were discarded from further analysis due to the impossibility of confidently assigning them to unique genome positions. The tags which failed to match the genome were likely the result of unique sequence in the strain sequence discrepancies between the reference monokaryotic strain (Okayama-7 #130) and the dikaryon used in this study. In addition, as suggested by Keime *et al*. [21], a smaller proportion could result from tags spanning splice junction of two exons. The tags mapped to the *C. cinerea* genome and predicted gene models can be retrieved in the link http://kwanlab.bio.cuhk.edu.hk/cgi-bin/gb2/gbrowse/cc.

**Table 1:** **Summary of tag extraction and *C. cinerea *genome mapping**

	**Myc 5**^**′**^**-SAGE**	**S1-Pri 5**^**′**^**-SAGE**
**Total valid tags**	107046	146369
**Genome mapping**		
- Unique match to genome	88053 (82.3%)	118257 (80.8%)
- Multiple matches to genome	7622 (7.1%)	10685 (7.3%)
- 2–4 matches	7065 (6.6%)	9953 (6.8%)
- 5–10 matches	428 (0.4%)	586 (0.4%)
- >11 matches	138 (0.1%)	146 (0.1%)
- No match to genome	11371 (10.6%)	17427 (11.9%)

Most transcription start sites (TSSs) were located within 200 bp upstream of the translation start codon, and more than 90% of the tags with more than 2 occurrences were within 500 bp upstream of an annotated gene (data not shown). Combining these observations and those from previous reports [22-24], we adopted a length of 500 bp for the putative 5^′^-untranslated region (5^′^-UTR) and 500 bp for the 3^′^-UTR. 

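Summed over the 3270 deposited entries, the 500 bp upstream of the annotated genes held 46261 tags in Myc and 58035 in S1-Pri. Set against the totals of 66082 and 93639 tags, these sums are 70.0% (95% confidence interval 69.7 to 70.4) and 62.0% (61.7 to 62.3). A tag shared by entries with overlapping windows may be counted more than once in these sums, which the intervals do not cover. The paper's Table 2 gives 49718 Myc tags and 61964 S1-Pri tags for this region, as shares of all tags with a unique match. The 10 most abundant genes held 16268 tags, or 24.6% of the Myc total, and 8529 tags, or 9.11% of the S1-Pri total. Tags in the coding region, in the 3′-UTR and in antisense direction were not analysed here.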

We observed that 56.5% of the Myc tags and 52.4% of S1-Pri tags mapped to the 5^′^-UTR, 15.0% and 17.1% to the annotated coding region, and 3.3% and 2.6% to the 3^′^-UTR respectively (Table 2). Considering the tags mapping to the 5^′^-UTR, we annotated more than 34,000 Myc and more than 45,000 S1-Pri specific TSSs (79,000 total) of more than 3,000 genes. Most of these start sites were arranged in an array manner (Figure 1) and such arrangement agrees with the observations in many other organisms [17,20,25,26]. We believe the 5^′^-SAGE tags represent genuine transcription start sites and support the accuracy of the computer-predicted gene models. Investigation of the most highly expressed genes revealed that most have more than one TSS with one or two more preferred TSSs (Figure 1). Intriguingly, noticeable proportions (14.3% in Myc and 17.4% in S1-Pri) of tags were mapped in antisense direction to annotated genes, especially to the 5^′^-UTR and coding region (Table 2). Some of these tags could be identified in both the Myc and S1-Pri libraries, implying that they did not occur spuriously (Figure 2). We speculate that they may represent TSS of non-coding RNAs (ncRNAs) with regulatory functions that control gene expression [27-29]. However, further analysis of these non-coding RNAs is beyond the scope of the present study.

**Figure 1:**
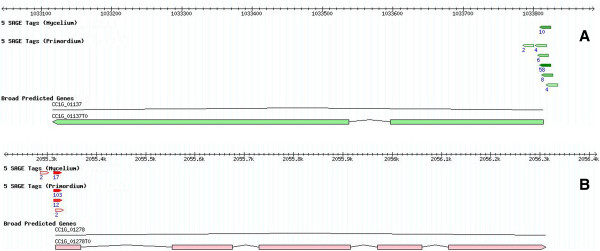
**Alternative transcription start sites (TSSs).** Mapping of 5^′^-SAGE tags to **(A)** Gene CC1G_01137 encoding dimethylribityllumazine synthase and **(B)** Gene CC1G_01278 encoding proteasome subunit beta type 6. The tags demonstrated an array of transcription start sites (TSSs) in the expressed genes with moderate to high expression levels and that there are one or two more preferred TSSs.

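The levels behind these arrays were 10 tags in Myc and 80 tags in S1-Pri for CC1G_01137, which lies on chromosome 2 of the CC3 assembly of strain Okayama-7 #130 from 1033113 to 1033813. For CC1G_01278, on chromosome 5 from 2055317 to 2056314, they were 19 tags in Myc (28.8 per 100,000, 95% confidence interval 17.3 to 44.9) and 115 tags in S1-Pri (122.8 per 100,000, 101.4 to 147.4), a 4.27-fold higher level in S1-Pri (Fisher's exact test, p = 1.25e-11). All coordinates given here are those of the CC3 assembly, where each of the 3270 listed entries was found by its identifier. The positions of single tags were not analysed here.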

**Figure 2:**
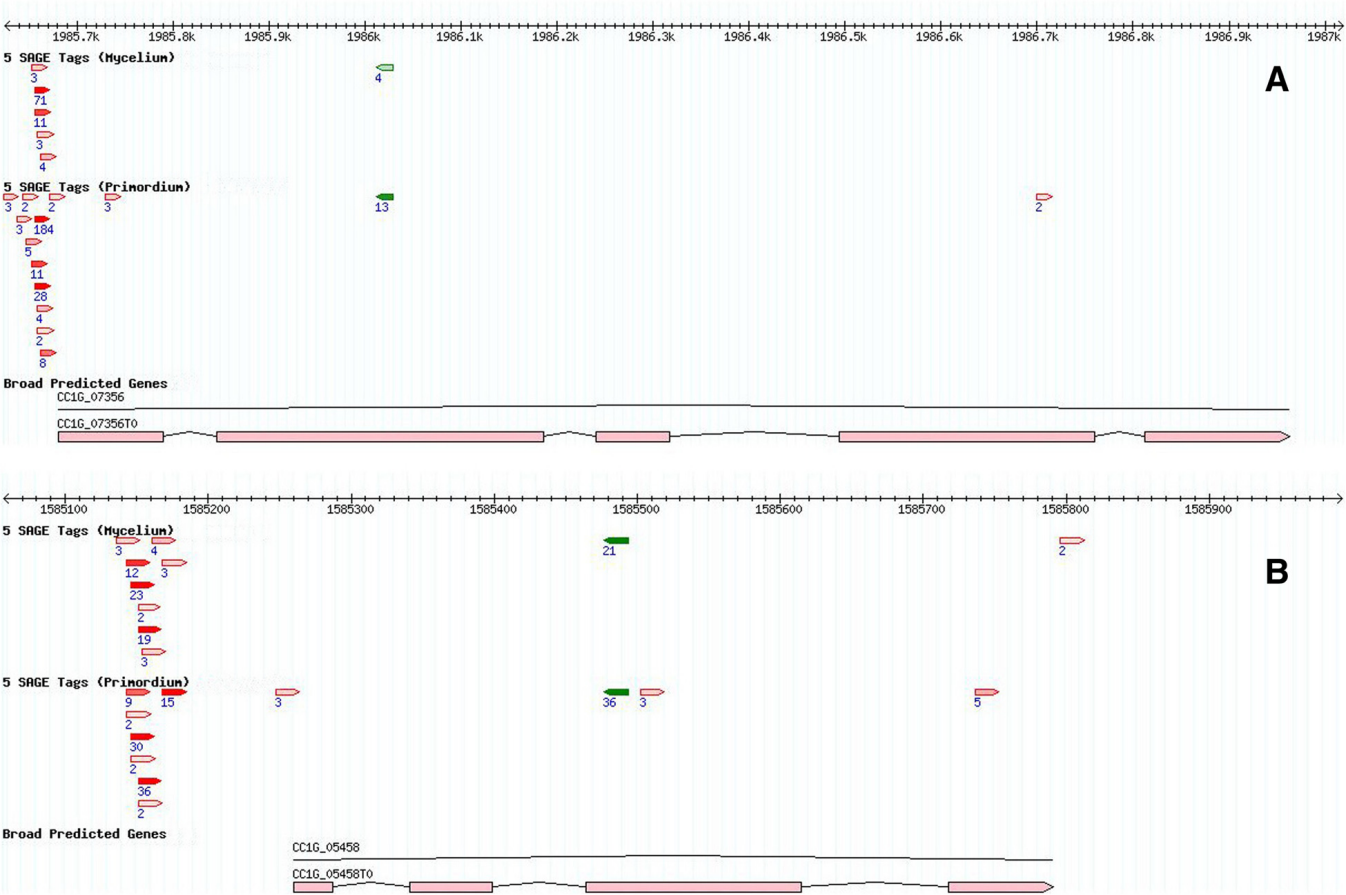
**Anti-sense transcription in annotated coding exons.** Mapping of 5^′^-SAGE tags in anti-sense orientation (green tags) to **(A)** Gene CC1G_07356 encoding G-protein beta subunit and **(B)** Gene CC1G_05458 encoding histone H4. The tags were mapped to the annotated coding exons and they were identical in sequences in both the Myc and S1-Pri libraries, suggesting that they did not occur spuriously and may play potential regulatory roles in expression of the sense transcripts.

**Table 2:** **Gene-associated positions of tags mapped to the *C. cinerea *genome**

	**Myc 5**^**′**^**-SAGE**	**S1-Pri 5**^**′**^**-SAGE**
Putative 5^′^-UTR (−500, -1) ^a^	49718 (56.5%)	61964 (52.4%)
Putative 5^′^-UTR (Anti-sense) ^b^	4363 (5.0%)	8826 (7.5%)
Coding region (sense)	13201 (15.0%)	20195 (17.1%)
Coding region (Anti-sense) ^b^	6030 (6.8%)	8902 (7.5%)
Putative 3^′^-UTR (+1, +500) ^a^	2867 (3.3%)	3031 (2.6%)
Putative 3^′^-UTR (Anti-sense) ^b^	2231 (2.5%)	2889 (2.4%)
Unclassified ^c^	9643 (10.9%)	12450 (10.5%)
**Total**	**88053** (100%)	**118257** (100%)

^a^ The (−500, -1) refers to position upstream of the annotated ATG start codon, while (+1, +500) refers to position downstream of the STOP codon.

^b^ ‘Anti-sense’ means that the tag is in opposite orientation of the putative 5^′^/3^′^-UTR, or annotated coding region.

^c^ ‘Unclassified’ means that the tags could not be assigned to any annotated gene.

### Profiling and functional annotation of the differentially expressed genes (DEGs)

To evaluate the expression level of genes, we only considered the tags mapping to the 5^′^-UTR regions of individual genes. We evaluated the expression level of a total of 3,270 genes (Additional file 1), of which 1,911 and 2,732 were expressed in Myc and S1-Pri stages respectively (Table 3). This represented approximately one-fourth of the 13,342 predicted protein-coding genes (Broad Institute, assembly version 3) [30] in the *C. cinerea* genome. 

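Of the 3270 listed genes, 1373 (42.0%) had tags in both libraries, 538 (16.5%) in Myc only and 1359 (41.6%) in S1-Pri only. Genes with tags in 1 library only had few of them, with a median of 2 tags for those in Myc and 3 tags for those in S1-Pri. At most 3 tags were counted for 337 of the 538 genes and for 771 of the 1359 genes, so their absence from the other library was close to the limit of detection. Genes found in both libraries had a median of 6 tags in Myc and 11 tags in S1-Pri. The number of expressed genes was most sensitive to the smallest number of tags accepted: with at least 5 tags, 933 genes were expressed in Myc and 1457 in S1-Pri. The list holds 3244 different identifiers, since 25 identifiers stand on 51 entries.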

Gene expression of these genes was tested with a Fisher’s Exact Test comparing observed tag counts out of the entire and an unadjusted *p*-value of 0.05. 

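The test was repeated as a two-sided Fisher's exact test on the tags of each gene against the remaining tags of the library, which compares these 2 libraries and not the stages. Against 0 tags in the other library, the fewest tags that passed the threshold were 4 in Myc (exact p = 0.0293, 54 genes) and 6 in S1-Pri (p = 0.0456, 77 genes). With 1 tag fewer, p was 0.0708 for Myc and 0.0814 for S1-Pri. In simulated libraries of these depths with 3270 genes, of which 200 were changed by known factors, the test recovered 45.0% of the changed genes and called 3.97% of the unchanged ones. Among genes with at least 10 tags it recovered 97.1% of those changed 8-fold and 48.8% of those changed 2-fold. When the simulated libraries also varied with a coefficient of variation of 0.2 beyond counting error, 8.09% of the unchanged genes were called, and with a coefficient of 0.4 it was 14.7%. Among unchanged genes with at least 10 tags, 14.3% and 28.7% were called.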

324 genes were found to be preferentially expressed in Myc (Table 4, Additional file 2) while 716 genes were up-regulated in S1-Pri (Table 5, Additional file 3). This indicates that almost one-third of the assessed genes were up-regulated in either stage, implying a significant turnover of the transcriptome during the transition from mycelium to primordium. 

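The recovered tags gave the same lists: all 324 genes of Additional file 2 were higher in Myc and all 716 genes of Additional file 3 were higher in S1-Pri, and no other gene passed. The median number of tags in the stage of higher expression was 12 for the Myc DEGs and 19 for the S1-Pri DEGs, and 136 and 198 of them had fewer than 10 tags over both libraries. No tag was found in the other library for 201 of the Myc DEGs (62.0%) and 346 of the S1-Pri DEGs (48.3%). With Benjamini-Hochberg adjustment over all genes, 213 and 408 genes remained. The alternative that moved the S1-Pri number most was a negative binomial test with an assumed coefficient of variation of 0.4, which left 216 and 217 genes, and the Myc number moved most as a ratio, to 188, with a minimum of 10 tags over both libraries. The levels of the 385 genes with at least 10 tags in both libraries were shifted as a whole, with a median Myc/S1-Pri ratio of 0.654 (log2 ratio -0.61). With the totals scaled by this median ratio, 466 genes were higher in Myc and 306 in S1-Pri, so the split of the calls changed from 31.2% Myc and 68.8% S1-Pri to 60.4% Myc and 39.6% S1-Pri. The scaling raises every Myc/S1-Pri ratio, so it tests the S1-Pri calls only: all 324 Myc DEGs kept their call, with 142 genes gained, and 407 of the S1-Pri DEGs lost theirs and 3 turned to Myc.

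**Figure D1:**
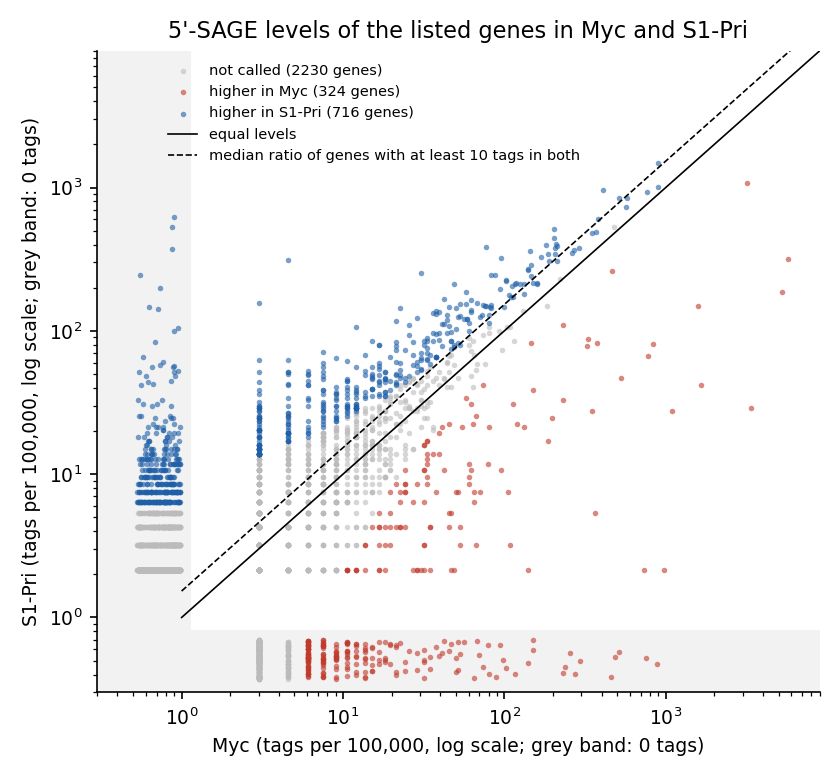
Levels of the 3270 listed genes in Myc (horizontal axis) and S1-Pri (vertical axis) in tags per 100,000 on log scales, with genes at 0 tags spread within the grey bands. Red points are the 324 genes higher in Myc and blue points the 716 genes higher in S1-Pri. The solid line marks equal levels, and the dashed line, the median ratio of the 385 genes with at least 10 tags in both libraries, lies above it.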

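The genes called in either direction numbered 1040, or 31.8% of the 3270 listed. Under scaling by the median ratio they numbered 772, or 23.6%, and at an assumed coefficient of variation of 0.4 they numbered 433, or 13.2%. From the share of genes that were up-regulated in either stage, the paper proposes a significant turnover of the transcriptome between mycelium and primordium.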

Most of the DEGs had shown more than 3-fold up-regulation in either Myc (91%) or S1-Pri (75%) stages (Table 3).

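With a level of 0 set to 1 tag per 100,000, as in the ratios of the paper's additional files, 295 of the 324 Myc DEGs (91.0%, 95% confidence interval 87.4 to 93.9) and 533 of the 716 S1-Pri DEGs (74.4%, 71.1 to 77.6) differed by more than 3-fold, and the paper's number for S1-Pri is 538. Every DEG with 0 tags in the other library exceeded 3-fold under this convention. Among the DEGs with tags in both libraries, 94 of 123 (76.4%) in Myc and 187 of 370 (50.5%) in S1-Pri exceeded 3-fold. With a count of 0 set to the limit of 3 tags, the shares fell to 60.8% in Myc and 38.7% in S1-Pri, the largest move among the alternatives.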

**Table 3:** Statistics of the Myc and S1-Pri differentially expressed genes (DEGs)

	**Myc 5**^**′**^**-SAGE**	**S1-Pri 5**^′^**-SAGE**
No. of genes with detected expression	1911	2732
No. of differentially expressed genes (DEGs)^a^	324 (17.0%)	716 (26.2%)
No of DEGs		
with homolog identified in BLASTX^b^	157 (48.5%)	500 (69.8%)
with >3-fold up-regulation	295 (91.0%)	538 (75.1%)
with GO term	146 (45.1%)	530 (74.0%)
with KEGG ortholog	56 (17.3%)	270 (37.7%)
unique to fruiting body-forming	22 (6.8%)	30 (4.2%)
basidiomycetes^c^		
unique to *C. cinerea*	41 (12.7%)	22 (3.1%)
No. of enriched protein domains^d^	118	115

^a^ p<0.05 in Fisher’s exact test.

^b^ e<10^-5^ in BLASTX homology search.

^c^ Homologs identified in at least two fruiting body-forming basidiomycetes.

^d^ p<0.05 in Fisher’s exact test.

**Table 4:** List of top 15 differentially expressed genes in the Myc stage

**Gene ID**	**Myc**^**a**^	**S1-Pri**^**a**^	**Log**_**2**_**ratio**^**b**^	**BLASTX homolog [Organism]**	**Accession ID**	**e-value**	**KO term**^**c**^	**GO term**^**d**^
CC1G_02184T0	879.2	0.0	9.78	CoH1 [Coprinopsis cinerea]	CAA71652	2.85E-30	N/A	N/A
CC1G_07511T0	752.1	0.0	9.55	hemerythrin HHE cation binding domain protein [Neosartorya fischeri NRRL 181]	XP_001261781	3.71E-13	N/A	N/A
CC1G_08199T0	516.0	0.0	9.01				N/A	N/A
CC1G_08735T0	482.7	0.0	8.92				N/A	N/A
CC1G_11444T0	460.0	0.0	8.85				N/A	GO:0005634
CC1G_12265T0	970.0	2.1	8.83				N/A	GO:0005811 GO:0004252
CC1G_02183T0	729.4	2.1	8.42	CoH1 [Coprinopsis cinerea]	CAA71652	6.28E-29	N/A	N/A
CC1G_13813T0	293.6	0.0	8.20				N/A	N/A
CC1G_07100T0	272.4	0.0	8.09				N/A	N/A
CC1G_10342T0	254.2	0.0	7.99				N/A	N/A
CC1G_11525T0	236.1	0.0	7.88	putative phosphatidic acid phosphatase [Pleurotus sp. &apos;Florida&apos;]	CAD10795	3.17E-47	N/A	GO:0005887 GO:0008195 GO:0006644
CC1G_00675T0	230.0	0.0	7.85				N/A	N/A
CC1G_07531T0	151.3	0.0	7.24				N/A	N/A
CC1G_04294T0	149.8	0.0	7.23				N/A	N/A
CC1G_12264T0	139.2	0.0	7.12				N/A	N/A

^a^ Relative expression level expressed as tags per 100,000.

^b^ Log_2_ of the expression ratio of Myc/S1 Pri.

^c^ KEGG orthology term.

^d^ Gene Ontology term.

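All 15 genes of Table 4 were higher in Myc by Fisher's exact test, with the largest p at 5.27e-36 when the larger entry of CC1G_13813 is taken, and 13 of them had 0 tags in S1-Pri. Their Myc levels ran from 139.2 to 970.01 tags per 100,000. Against the limit of 3 tags for the genes at 0 in S1-Pri, this meant an at least 43.5-fold to at least 274-fold higher level in Myc. The highest level belonged to CC1G_12265, on chromosome 8 from 2043581 to 2044240, with 641 tags in Myc and 2 in S1-Pri, a ratio of 454 whose 95% counting interval of 125.2 to 3758 shows how little the 2 tags fix it. Its neighbour CC1G_12264, from 2042274 to 2043025 on the same chromosome, had 92 tags in Myc and none in S1-Pri. The identifier CC1G_13813 stands on 2 entries, with 194 and 43 tags in Myc and none in S1-Pri on either. All 15 genes kept their call after Benjamini-Hochberg adjustment and in a negative binomial test with an assumed coefficient of variation of 0.4.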

**Table 5:** List of top 15 differentially expressed genes in the S1 Pri stage

**Gene ID**	**Myc**^**a**^	**S1-Pri**^**a**^	**Log**_**2**_**ratio**^**b**^	**BLASTX homolog [Organism]**	**Accession ID**	**e-value**	**KO term**^**c**^	**GO term**^**d**^
CC1G_05471T0	0.0	620.5	−9.28				N/A	N/A
CC1G_09700T0	0.0	530.8	−9.05				N/A	N/A
CC1G_03340T0	0.0	374.8	−8.55				N/A	N/A
CC1G_06766T0	0.0	244.6	−7.93				N/A	N/A
CC1G_04060T0	0.0	197.6	−7.63				N/A	N/A
CC1G_06484T0	0.0	147.4	−7.20	hydrophobin [Tricholoma terreum]	AAL05426	9.96E-06	N/A	N/A
CC1G_11781T0	0.0	141.0	−7.14				N/A	N/A
CC1G_04061T0	0.0	104.7	−6.71	hydrophobin [Tricholoma terreum]	AAL05426	9.21E-07	N/A	N/A
CC1G_01315T0	0.0	99.3	−6.63	endochitinase [Amanita muscaria]	CAC35202	2.59E-85	N/A	GO:0004568 GO:0006032
CC1G_12474T0	0.0	83.3	−6.38	xyn11C [Chaetomium thermophilum]	CAD48751	4.69E-68	N/A	GO:0005576 GO:0016798 GO:0045493
CC1G_03570T0	4.5	314.0	−6.11				N/A	N/A
CC1G_14841T0	0.0	66.2	−6.05				N/A	GO:0051015
CC1G_01233T0	0.0	60.9	−5.93	membrane transporter [Cryptococcus neoformans var. neoformans JEC21]	XP_567607	9.43E-37	N/A	N/A
CC1G_10308T0	0.0	57.7	−5.85				N/A	N/A
CC1G_14100T0	0.0	56.6	−5.82	histidine acid phosphatase, putative [Aspergillus clavatus NRRL 1]	XP_001276358	2.98E-06	N/A	N/A

^a^ Relative expression level expressed as tags per 100,000.

^b^ Log_2_ of the expression ratio of Myc/S1 Pri.

^c^ KEGG orthology term.

^d^ Gene Ontology term.

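In Table 5, 14 of the 15 genes had 0 tags in Myc, and the remaining one, CC1G_03570, had 3 tags in Myc and 294 in S1-Pri (Fisher's exact test, p = 2.76e-63), a 69.2-fold higher level with a counting interval of 23.4 to 337. The levels in S1-Pri ran from 56.6 to 620 tags per 100,000, lower than the Myc levels of Table 4 at both ends. Against the limit of 3 tags for the genes at 0 in Myc, the level in S1-Pri was at least 12.5-fold to at least 136.7-fold higher. The largest of these folds was that of CC1G_05471, on chromosome 11 from 1544840 to 1545178, with 581 tags, followed by CC1G_09700, on chromosome 10 from 1218924 to 1219762, with 497 tags. The direction and the call of each of the 15 genes held with the totals scaled by the median ratio.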

The DEGs were characterized by annotation using the Gene Ontology (GO) database [31]. GO terms were assigned to the DEGs (see “Methods”). A higher proportion of DEGs in the S1-Pri stage could be assigned at least one GO term, with 530 (out of 716, 74%) compared to 146 (out of 324, 45%) as in the Myc stage (Table 3). We have also mapped all the DEGs to the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways database to investigate molecular interactions and reaction networks [32]. Consistent with our expectations, an overall up-regulation of various cellular processes between the undifferentiated mycelium and the primordium stage 2 days prior to karyogamy was observed. Analysis result from the GO and KEGG is available in the supplemental files 5, 6, 7 and subsections “More DEGs in S1-Pri were assigned a GO term in Gene Ontology analysis” and “KEGG pathways analysis revealed an increased cellular metabolism in S1-Pri” respectively.

### Validations of 5^′^-SAGE with microarray gene expression and real-time RT-PCR

Genome-wide 70-mer oligonucleotide microarray [10,33] experiments were also performed for all predicted genes using similar RNA samples as in the 5^′^-SAGE experiments. The microarray data successfully evaluated expression levels of 8,667 predicted genes (Additional file 4), of which 520 were found to have a false discovery rate <1% using SAM with a 2-fold up-regulation in Myc while 518 were up-regulated in S1-Pri under the same criteria. We randomly selected 18 genes, which covered a spectrum of expression ratios between Myc and S1-Pri genes, for real-time RT-PCR to validate the reliability of the 5^′^-SAGE dataset (Table 6). 

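Over the 18 genes, the log2 ratio of Myc to S1-Pri from the deposited values and the real-time RT-PCR log2 ratio printed in Table 6 had a Pearson's r of 0.958 and a Spearman's rho of 0.981. Both gave a two-sided permutation p of 2.0e-05, the smallest that 100000 resamples allow (2.67e-05 after Benjamini-Hochberg adjustment over the 4 relations computed with the PCR and array ratios). The correlation runs across genes, which are not independent replicates. The sign was the same for 18 of 18 genes. Without the 2 genes farthest from the median 5′-SAGE ratio, r was 0.935. The 7 genes with 0 tags in 1 library have no measured ratio and entered with the 0 set to 1 tag per 100,000, a choice that fixes the size of their ratio. Over the 11 genes with tags in both libraries, r was 0.990 and the median gap between the methods was 0.17 on the log2 scale. For the 7 genes with a 0 the median gap was 2.00, and the 5′-SAGE ratio was the larger in size for all 7. The largest gap, 3.60, was that of CC1G_06761, with 0 tags in Myc and 20 in S1-Pri. Against the limit of 3 tags its level was at least 4.70-fold higher in S1-Pri, while its PCR log2 ratio was only -0.82. CC1G_03278 stands on 2 entries, and the one with 86 tags in Myc and 128 in S1-Pri matches the ratio in Table 6.

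**Figure D2:**
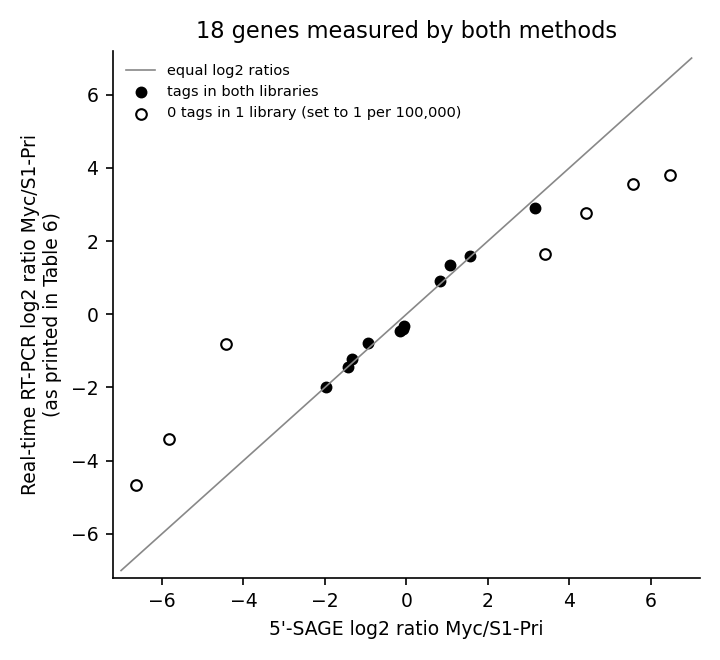
Log2 ratio of Myc to S1-Pri from the deposited 5′-SAGE values (horizontal axis) and from real-time RT-PCR as printed in Table 6 (vertical axis) for the 18 genes. Filled points are the 11 genes with tags in both libraries and open points the 7 genes with 0 tags in 1 library, and the line marks equal ratios. The horizontal position of the open points follows from setting the 0 to 1 tag per 100,000.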

We found a significant correlation between the real-time PCR results and the 5^′^-SAGE data (R=0.936), suggesting that the 5^′^-SAGE data can reliably measure the expression levels of individual genes. 

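Against the microarray log2 ratios printed in Table 6, the 5′-SAGE ratios had a Pearson's r of 0.793 (two-sided permutation test, p = 2.0e-05) and a Spearman's rho of 0.777 (p = 0.00024) over the same genes. The sign was the same for 15 of 18 genes. Leaving out the 2 genes farthest from the median 5′-SAGE ratio gave an r of 0.709 (permutation p = 0.0019), and leaving out the genes with a count of 0 gave 0.728 (p = 0.0158). The median gap between the methods was 0.61 on the log2 scale for genes with tags in both libraries. For the 7 genes with a 0 it was 3.91, and the 5′-SAGE ratio was the larger in size for all 7.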

The correlation of the oligonucleotide microarray to 5^′^-SAGE results was also high (R=0.792) for the same set of 18 genes. Thus, both the real-time PCR and microarray data confirmed the expression profiles of the 5^′^-SAGE dataset. However, 562 genes assessed in 5^′^-SAGE were not detected in the microarray data perhaps due to differential sensitivity of sequencing versus hybridization chemistry.

**Table 6:** **Correlation of expression of 18 randomly-selected genes among 5**^**′**^**-SAGE, microarray and real-time RT-PCR**

	**Description**	**5**^**′**^**-SAGE**^**a**^	**Microarray**^**a**^	**Real-time RT-PCR**^**a**^
CC1G_04976	Thiazole biosynthetic enzyme	6.48	3.34	3.80
CC1G_03790	Glutamate decarboxylase	5.55	1.64	3.55
CC1G_00577	CMGC/MAPK protein kinase	4.41	1.41	2.76
CC1G_03377	Protoporphyrinogen oxidase	3.41	−0.17	1.66
CC1G_00689	Thioredoxin	3.16	0.72	2.91
CC1G_07379	Hypothetical protein	1.57	0.19	1.59
CC1G_06934	Hypothetical protein	1.06	−0.85	1.34
CC1G_02958	Actin cytoskeleton protein VIP1	0.82	0.79	0.92
CC1G_10110	Ubiquitin-carboxy protein fusion	−0.05	−0.35	−0.32
CC1G_03278	ATP synthase subunit 5	−0.07	−0.21	−0.41
CC1G_07540	60S ribosomal protein L34-b	−0.16	−0.64	−0.45
CC1G_07277	40S ribosomal protein S14	−0.95	−0.41	−0.78
CC1G_01940	ATP-synthase delta-subunit	−1.34	−0.73	−1.23
CC1G_03707	Prohibitin	−1.43	−0.37	−1.44
CC1G_09336	Basic leucine zipper & W2 domain-containing protein 2	−1.97	−1.17	−1.98
CC1G_06761	Glycine dehydrogenase	−4.42	0.45	−0.82
CC1G_14100	Hypothetical protein	−5.82	−1.53	−3.42
CC1G_01315	Endochitinase	−6.63	−1.45	−4.66
	Correlation of 5^′^-SAGE and real-time PCR: R=0.936			
	Correlation of 5^′^-SAGE and microarray: R=0.792			

^a^ Values expressed as log_2_ ratio of Myc/S1-Pri.

### Gene expression differences among gene families

Among the 324 up-regulated genes in the mycelium stage, only 157 (49%) have a homolog identified through BLASTX search in the NCBI GenBank (e<10^-5^) (Table 3). Compared to 70% (500 out of 716 DEGs) as in the S1-Pri stage, this highlighted that many of the mycelial genes are actually novel. 

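The share with a BLASTX homolog in the paper's additional files was 48.5% of the Myc DEGs (157 of 324, 95% confidence interval 42.9 to 54.0) and 69.8% of the S1-Pri DEGs (500 of 716, 66.3 to 73.2). The intervals do not overlap, but they treat the genes as independent draws and do not test a difference between the stages. Among the DEGs that passed Benjamini-Hochberg adjustment, the shares were 46.9% for Myc (100 genes) and 69.9% for S1-Pri (285 genes). Under scaling by the median ratio, the share was 67.0% of the S1-Pri DEGs that kept their call. The homologs of the 142 genes that became Myc calls under it were not examined, so the contrast between the stages was not tested under this scaling. The Myc DEGs without a homolog were not the less abundant ones: their median level was 21.2 tags per 100,000 against 16.6 for those with a homolog, while in S1-Pri it was 19.2 without and 21.4 with a homolog.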

Expression of the hydrophobin 1 gene (*coh1*, CC1G_02183), 3 hydrophobin genes that are in tandem with *coh1* (CC1G_02181, CC1G_02182, CC1G_02184) and 2 other hydrophobin genes (CC1G_04843, CC1G_10189) in Myc revealed that two abundantly expressed ones (CC1G_02183, CC1G_02184) are among the 10 most highly expressed in this stage. 

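The 4 tandem genes lie on chromosome 10 within 1860763 to 1868334, in the order CC1G_02181, CC1G_02182, CC1G_02183 and CC1G_02184. In Myc, CC1G_02184 had 581 tags (879 per 100,000, 95% confidence interval 809 to 953) and ranked 11 among all listed genes and 9 among the Myc DEGs. CC1G_02183 (*coh1*) had 482 tags (729 per 100,000, 666 to 797) and ranked 16 among all listed genes and 13 among the Myc DEGs. The other tandem genes were far lower, with 53 tags for CC1G_02182 (80.2 per 100,000, 60.1 to 104.9) and 4 tags for CC1G_02181 (6.05 per 100,000, 1.65 to 15.5). Of the genes on chromosome 2, CC1G_10189 had 23 tags (34.8 per 100,000, 22.1 to 52.2) and CC1G_04843 had 8 tags (12.1 per 100,000, 5.23 to 23.9).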

All 6 genes show significantly reduced expression in S1-Pri including 4 with no detectable expression. 

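In S1-Pri, 0 tags were found for CC1G_02181, CC1G_02182, CC1G_02184 and CC1G_04843. The level in Myc was at least 274-fold higher for CC1G_02184 (Fisher's exact test, p = 4.60e-224), at least 25.0-fold higher for CC1G_02182 (p = 4.80e-21) and at least 3.78-fold higher for CC1G_04843 (p = 0.000858). For CC1G_02181, the interval of the 4 tags in Myc reaches below the limit of 3.20 set for a 0 in S1-Pri (exact p = 0.0293), and this call alone among the 6 did not pass Benjamini-Hochberg adjustment (adjusted p = 0.113). CC1G_02183 had 2 tags in S1-Pri and a ratio of 341.5 (counting interval 94.0 to 2828, exact p = 2.63e-181), and CC1G_10189 had 4 tags and a ratio of 8.15 (2.78 to 32.4, p = 4.12e-06).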

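A set of 4 hydrophobin genes went the other way, each with 0 tags in Myc. CC1G_04060 had 185 tags in S1-Pri (197.6 per 100,000, 95% confidence interval 170.1 to 228), an at least 43.5-fold higher level (Fisher's exact test, p = 1.44e-43), and its neighbour CC1G_04061 had 98 tags (104.7 per 100,000, 84.97 to 127.5), at least 23.1-fold higher (p = 3.16e-23). They lie side by side on chromosome 4, from 3235118 to 3235778 and from 3236484 to 3237340. CC1G_06484, on chromosome 12 from 1356825 to 1357567, had 138 tags (147.4 per 100,000) and was at least 32.5-fold higher (exact p = 1.86e-32). CC1G_01230, on chromosome 2 from 1248332 to 1249059, had 52 tags (55.5 per 100,000) and was at least 12.2-fold higher (exact p = 1.05e-12). All 4 kept their call under scaling by the median ratio.

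**Figure D3:**
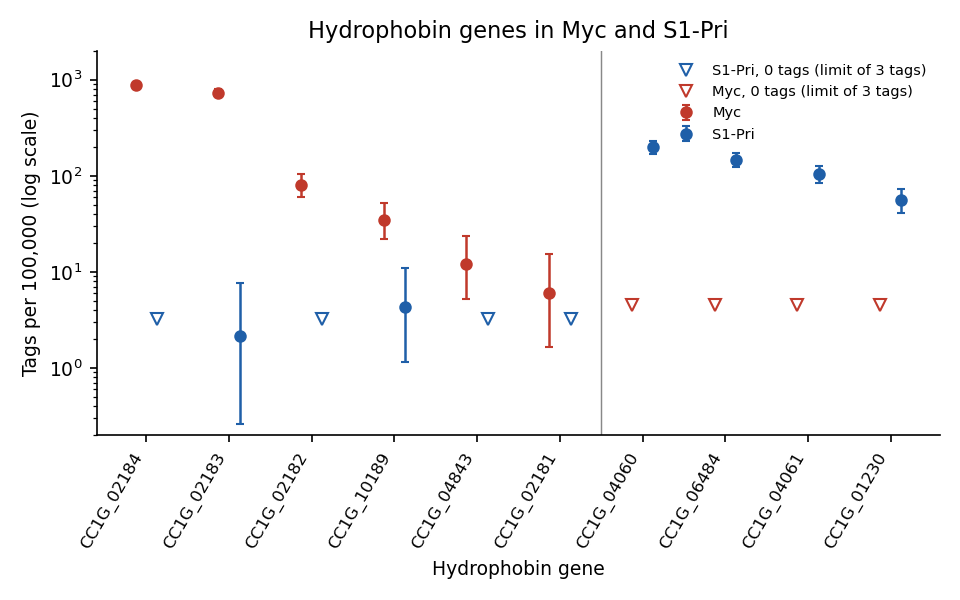
Levels of the 10 listed hydrophobin genes in Myc (red) and S1-Pri (blue) in tags per 100,000 on a log scale. Points are levels with exact 95% counting intervals, and open triangles mark 0 tags at the limit of 3 tags. The 6 genes left of the vertical line are higher in Myc and the 4 genes right of it are higher in S1-Pri.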

Inverse expression patterns were seen in 4 hydrophobin genes (CC1G_01230, 06484, 04060, 04061), which were highly expressed in S1-Pri but had no detectable transcripts in Myc in 5^′^-SAGE. 

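The gene next to the hydrophobin cluster on chromosome 10, CC1G_02185 (1869091 to 1869530), is not listed for either library, so it had no tag left after the removal of singletons in the 500 bp upstream of its start codon. It follows CC1G_02184, which ends at 1868334.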

The expression of the hydrophobin 2 gene (*coh2*, CC1G_02185) was not detected in either developmental stage. These observations are consistent with previous findings in the mushrooms *Lentinula edodes* and *Pleurotus ostreatus* which employ two different sets of hydrophobin genes during fruiting body development [34,35]. These hydrophobins are thought to play alternative structural roles in the respective stages.

A similar phenomenon is observed for the heat shock proteins (HSP). 

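The heat shock genes with more tags in Myc had between 5 and 47 tags there. CC1G_01131 had 47 tags in Myc and 7 in S1-Pri, a 9.51-fold higher level (counting interval 4.27 to 24.95, Fisher's exact test, p = 4.80e-12), and CC1G_04585 had 12 and 3 tags, 5.67-fold higher (1.53 to 31.3, p = 0.00305). With 0 tags in S1-Pri, CC1G_02341 had 28 tags and was at least 13.2-fold higher (exact p = 1.85e-11), CC1G_15006 had 26 tags and was at least 12.3-fold higher (p = 1.08e-10), and CC1G_02271 had 5 tags (p = 0.0121, Benjamini-Hochberg adjusted p = 0.0603). In the opposite direction, CC1G_13982 had 6 tags in Myc and 23 in S1-Pri (2.71-fold, 1.07 to 8.12, exact p = 0.0238), CC1G_04586 had 0 and 7 (p = 0.0465) and CC1G_10208 had 0 and 6 (p = 0.0456). None of these 3 S1-Pri calls passed Benjamini-Hochberg adjustment (adjusted p 0.104 to 0.147) or held under scaling by the median ratio. CC1G_04585 and CC1G_04586, called in opposite directions, are neighbours on chromosome 3, from 514385 to 516770 and from 517270 to 519949.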

We found 5 HSPs up-regulated in Myc (CC1G_01131, CC1G_02271, CC1G_02341, CC1G_04585, CC1G_15006), whereas 2 are up-regulated in S1-Pri together with 1 heat shock transcription factor (CC1G_04586, CC1G_13982, CC1G_10208). We speculate that the widely employed mycelial cultivation temperature of 37°C compared to the standard fruiting temperature of 25°C [8,10,33] may be partly responsible for this, while other stresses during fruiting development may turn on the corresponding HSPs in the S1-Pri stage [36]. 

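The 30 Myc DEGs with the highest levels had at least 230 tags per 100,000 each, and 7 of them carry a BLASTX homolog in Additional file 2. Of the 30 S1-Pri DEGs with the highest levels, each at 307.6 tags per 100,000 or more, 20 carry a homolog in Additional file 3.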

Notably, among the 30 most highly expressed DEGs in Myc, only 7 of them have a detectable homolog in BLASTX search (e<10^-5^). 

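CC1G_08572 and CC1G_08573 are neighbours on chromosome 9, from 2030021 to 2030797 and from 2031315 to 2031975, and CC1G_07702 lies on the same chromosome from 1218482 to 1219043. Tags that matched several positions in the genome had been removed by the authors, so that tags shared by near-identical copies do not enter these counts.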

Apart from two of the aforementioned hydrophobin genes, 3 of them (CC1G_07702, CC1G_08572, CC1G_08573) correspond to “mismatched base pair and cruciform DNA recognition protein” which is highly conserved among the fungal kingdom (*A. bisporus* homolog, NCBI accession ID: CAB85690). 

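In Myc, CC1G_08573 had 3486 tags (5275 per 100,000, 95% confidence interval 5106 to 5448), CC1G_07702 had 2219 (3358 per 100,000, 3222 to 3498) and CC1G_08572 had 1099 (1663 per 100,000, 1567 to 1764), which ranked 2, 3 and 5 among all listed genes. In S1-Pri they had 174, 27 and 39 tags. The levels in Myc were 28.4-fold higher for CC1G_08573 (counting interval 24.4 to 33.3), 116.5-fold for CC1G_07702 (79.8 to 177) and 39.9-fold for CC1G_08572 (29.0 to 56.5), and these calls held at an assumed coefficient of variation of 0.4.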

Little is known of their molecular functions and biological roles in fungal development, but the observations that this family of proteins were among the 5 most highly expressed in Myc and were significantly repressed in S1-Pri highlight their potential involvement in fruiting body development.

### Genes up-regulated in stage 1 primordium

Despite a larger number of genes in the S1-Pri stage for which a homolog can be identified, excluding the mating type genes [37], few other genes have been described as playing a role in fruiting body formation in *C. cinerea*. Some developmentally regulated genes previously characterized include the galectins (β-galactoside binding lectins, CGLs). 

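CC1G_05003 (*cgl1*), on chromosome 8 from 1786497 to 1786949, had 0 tags in Myc and 20 tags in S1-Pri (21.4 per 100,000, 95% confidence interval 13.0 to 32.98). Against the limit of 3 tags in Myc, this is an at least 4.70-fold higher level in S1-Pri (Fisher's exact test, p = 3.19e-05), and the call held under scaling by the median ratio.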

We showed that the expression of *cgl1* (CC1G_05003), which is highly up-regulated in S1-Pri, is in agreement with a previous report [38]. However, the expression of *cgl2* was not detected in either Myc or S1-Pri stage in our study. One potential explanation for this, as suggested by Boulianne *et al*. [39], is that *cgl2* expression may be repressed by sufficient nutrient levels in the medium (as for Myc) or under light illumination (as for S1-Pri) which resemble the conditions under which our RNA samples were harvested. 

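CC1G_00723 (*cgl3*) lies on chromosome 1 from 3713666 to 3714354. It had 51 tags in Myc (77.2 per 100,000, 95% confidence interval 57.5 to 101.5) and 358 tags in S1-Pri (382 per 100,000, 344 to 424), a 4.95-fold higher level in S1-Pri (counting interval 3.69 to 6.78, Fisher's exact test, p = 1.48e-37). It ranked 20 among all listed genes in S1-Pri, and relative to the common shift between the libraries its Myc/S1-Pri ratio was 0.309.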

Our data also revealed the expression of a *cgl3* gene with novel carbohydrate-binding specificities (CC1G_00723) [40], which is highly up-regulated in S1-Pri as well. Cgl3 is dissimilar in protein sequence to both Cgl1 and Cgl2. The most related homolog is a galectin gene from the ectomycorrhizal basidiomycete *Laccaria bicolor* (NCBI accession ID: XP_001877242), yet the homologs are only 58% identical with no other significantly similar sequences identified. The uniqueness and differential expression of *cgl3* probably deserves a deeper investigation.

The expression of tubulin genes has been previously explored [41-43]. 

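The tubulin genes were counted from few tags in Myc. CC1G_01375 (alpha1) had 5 tags in Myc and 36 in S1-Pri, a 5.08-fold higher level in S1-Pri (counting interval 1.99 to 16.6, Fisher's exact test, p = 8.68e-05). CC1G_00146 (alpha2) had 8 and 52 tags, 4.59-fold (2.16 to 11.2, exact p = 4.39e-06), and CC1G_04743 (beta) had 2 and 13 tags, also 4.59-fold but with an interval of 1.04 to 41.9 (p = 0.0337). The beta tubulin call did not pass Benjamini-Hochberg adjustment (adjusted exact p = 0.127) and was lost under scaling by the median ratio, while the alpha tubulin calls held. The tubulin-specific chaperone CC1G_00477 had 29 tags in Myc and 121 in S1-Pri, a 2.94-fold higher level (1.95 to 4.58, exact p = 1.53e-08), which held under that scaling but not at an assumed coefficient of variation of 0.4 (p = 0.103).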

Examination of this gene family found three components of microtubules: alpha1 tubulin (CC1G_01375), alpha2 tubulin (CC1G_00146), beta tubulin (CC1G_04743), which are all up-regulated in S1-Pri with a similar 5-fold of change, accompanied by a 3-fold increase of a tubulin-specific chaperone (CC1G_00477) suggesting that microtubule formation is systematically regulated and necessary for early fruiting events.

### More DEGs in S1-Pri were assigned a GO term in Gene Ontology analysis

We inferred the gene characteristics of the Myc and S1-Pri DEGs using the Gene Ontology (GO) [31] database. A total of 146 Myc DEGs were assigned to GO terms consisting of 92 cellular components, 111 molecular functions and 99 biological processes, while 530 S1-Pri DEGs were assigned to 423 cellular components, 411 molecular functions and 409 biological processes respectively (Additional file 5, we recommend viewing using Gene Ontology Browsing Utility [44]). We specifically focused on those assigned to the category “Molecular function” and “Biological Process” for further investigation. More DEGs in the S1-Pri stage than Myc can be assigned a role in molecular function (34% in Myc against 56% in S1-Pri) and biological process (31% in Myc against 57% in S1-Pri), again highlighting the phenomenon that many mycelial genes are novel. We observed a large number of S1-Pri DEGs being assigned to molecular functions including transcription factor binding, DNA/RNA binding, GTPase regulator activity, transcriptional activator/repressor activity and ion transport activity (Figure 3). Concerning gene expression, we identified transcription regulators (5 in Myc; 42 in S1-Pri), which implies that genes are under different transcriptional regulation during fruiting body formation.

**Figure 3:**
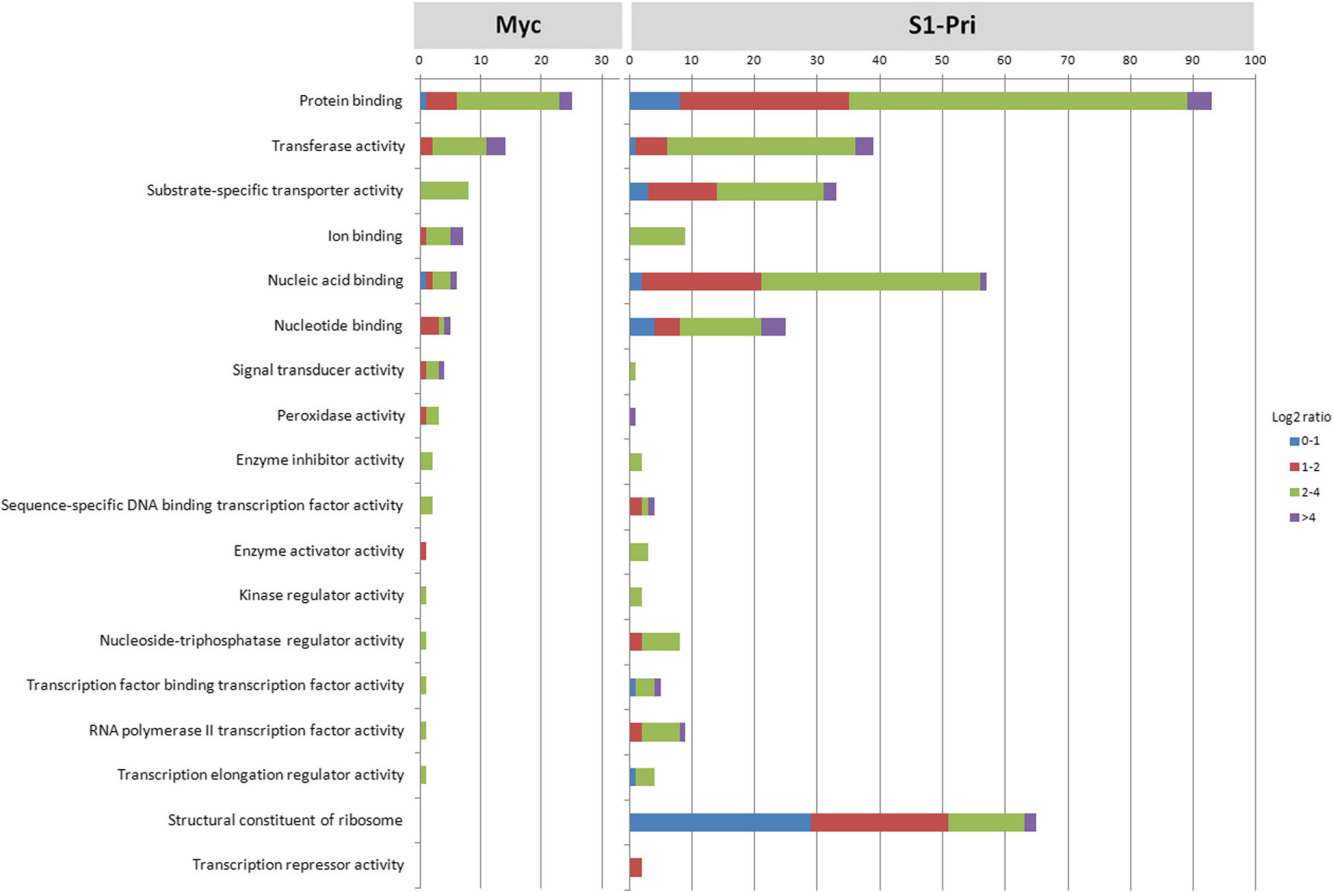
**Assignment of DEGs to 18 selected Molecular Function in Gene Ontology.** Both Myc and S1-Pri DEGs were assigned to Gene Ontology and 18 selected Molecular Functions are presented to show that gene sets involved in many important cellular activities such as transcription factor binding, DNA/RNA/protein binding, enzyme regulation, transcriptional activation/repression and translation had to be suppressed and induced simultaneously during fruiting body development.

The biological processes observed among the DEGs could play important roles during fruiting body formation including cell adhesion, signal transduction, sensing of extracellular stimuli, responding to stress and in the regulation of cellular process (Figure 4). Notably, in addition to the components of the cAMP and MAP kinase signaling pathways to be discussed below, we uncovered 31 DEGs involved in other signal transduction processes (6 in Myc; 20 in S1-Pri) and regulation of signal transduction (1 in Myc; 4 in S1-Pri) through GO analysis. This suggests different signaling cascades may be required to transduce various signals into either mycelial growth or fruiting body development [45,46]. Many of the Myc DEGs cannot be assigned to any GO term, but despite this a similar number of genes were assigned to “response to abiotic stimulus” and “response to nutrient levels” when compared to the S1-Pri DEGs, suggesting that *C. cinerea* may employ a different set of genes to sense the environment and to transduce the corresponding signals to development. Two of the terms are even unique to the Myc stage, which include “a specific receptor and receptor signaling protein functions” and “certain antioxidant activities”.

**Figure 4:**
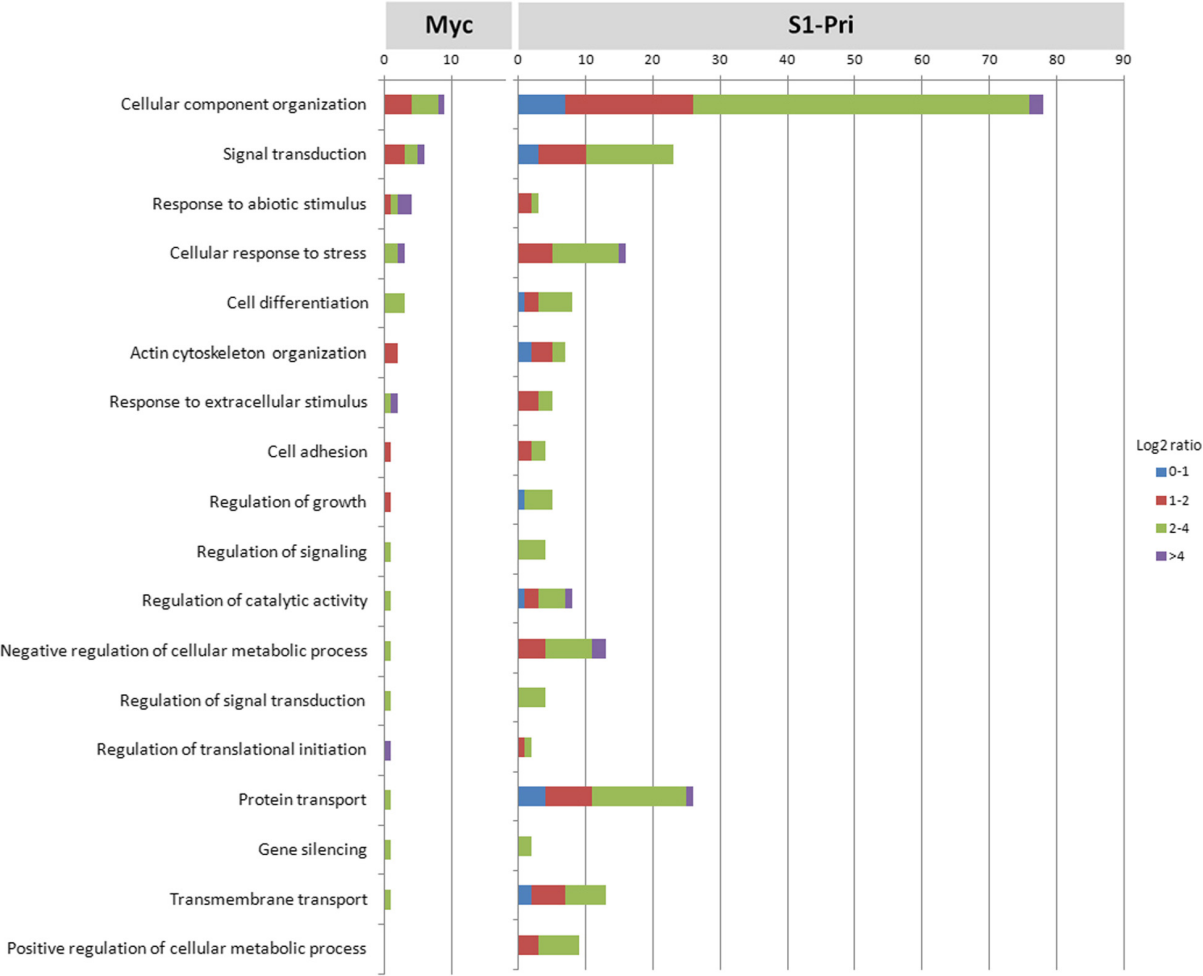
**Assignment of DEGs to 18 selected Biological Process in Gene Ontology.** Eighteen selected Biological Processes in Gene Ontology are presented to show that many biological processes such as cellular organization, signal transduction, environmental sensing, stress response, cellular process regulation and protein transport are significantly up-regulated in S1-Pri compared to Myc during fruiting body formation.

### Involvement of nutrient-related pathways in fruiting body development

In addition to the 2 aforementioned genes encoding galectins *cgl1* and *cgl3*, which were assigned directly to the category ‘sporocarp (fruiting body) development’ [39,40], 2 Myc and 4 S1-Pri genes were predicted to play a role in response to nutrient levels, as nutrient depletion is believed to be one of the primary factors for fruiting [2,8]. Three of these genes (CC1G_00577, CC1G_00269 and CC1G_11556) are highly conserved in animals and fungi but not in plants, and the remaining three (CC1G_03709, CC1G_04470 and CC1G_12113) are highly conserved in fungi. These six proteins consist of one protein kinase, one rheb GTPase, one endopeptidase and three hypothetical proteins. Nevertheless, they are not assigned to any known nutrient-related pathways including the cAMP and MAP kinase pathways discussed below. 

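The 2 Myc genes were CC1G_00577, with 14 tags in Myc and 0 in S1-Pri (at least 6.61-fold higher in Myc, Fisher's exact test, p = 4.30e-06), and CC1G_12113, with 7 and 0 tags (at least 3.31-fold, p = 0.00207). The 4 S1-Pri genes were CC1G_00269, with 0 tags in Myc and 8 in S1-Pri, CC1G_11556, with 12 and 44 tags (2.59-fold higher in S1-Pri, counting interval 1.34 to 5.38, p = 0.00252), CC1G_03709, with 7 and 25 tags (2.52-fold, 1.06 to 6.90, exact p = 0.03001), and CC1G_04470, with 2 and 14 tags (4.94-fold, 1.13 to 44.8, p = 0.0208). Both Myc calls held after Benjamini-Hochberg adjustment. Of the S1-Pri calls, CC1G_11556 alone passed the adjustment, and none of the 4 held under scaling by the median ratio.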

Meanwhile, we specifically investigated the cAMP signaling pathway, which functions in parallel with the MAPK cascade. This pathway involves a novel G protein-coupled receptor, G protein alpha, adenylyl cyclase, cyclic AMP (cAMP), cAMP-dependent protein kinase and Ras [45]. The homolog of *Cryptococcus neoformans* Gα protein Gpa1 and *U. maydis* Gpa3, a conserved subgroup of fungal “cAMP-type” Gα proteins, has been implicated to respond primarily to nutrient deprivation signals by inducing cAMP levels and subsequently activating cAMP-dependent protein kinase (PKA) [47]. Physiological studies revealed that “cAMP-type” Gα protein homolog and adenylyl cyclase controlled cAMP production in response to glucose, and that intracellular cAMP levels rises in *C. cinerea* during hyphal knot and primordium formation as a result of Gα protein activation [45,48]. 

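Of 5 genes of the cAMP pathway, CC1G_09275 (*gpa1* homolog), CC1G_02340 (adenylyl cyclase) and CC1G_05183 (a catalytic subunit of the cAMP-dependent protein kinase) are not listed for either library. The regulatory subunit gene CC1G_00440 had 0 tags in Myc and 15 in S1-Pri (16.0 per 100,000, 95% confidence interval 8.97 to 26.4), an at least 3.53-fold higher level in S1-Pri (Fisher's exact test, p = 0.000372) that held under scaling by the median ratio. The other catalytic subunit gene, CC1G_04466, had 2 tags in Myc and 0 in S1-Pri (exact p = 0.171), so a difference was not detectable at this depth.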

Since our 5^′^-SAGE showed reduced expression for many of the components in the cAMP pathway, we employed real-time PCR to verify their expression levels. We demonstrated that the expression of both the *C. cinerea gpa1* homolog (CC1G_09275) and the adenylyl cyclase gene (CC1G_02340) remain approximately unchanged between the Myc and the S1-Pri stage. However, a 1.9-fold up-regulation of the cAMP-dependent protein kinase (PKA) regulatory subunit (yeast Bcy1 homolog, CC1G_00440) [49] was recorded, and expression of two genes encoding the cAMP-dependent protein kinase catalytic subunit (CC1G_05183 & 04466) was reduced by half. This is somewhat contradictory to the observation by Swamy *et al*. [50], as they reported that adenylyl cyclase level was decreasing in mated dikaryon after it peaked at 6 days post-incubation. It is to be noted that they did not compare PKA activity between the mycelium and the primordium stages. However, in line with the observation by Yamagishi *et al*. [51], expression of PKA was also greatly reduced in mushroom-forming *Schizophyllum commune* dikaryons. This intriguing observation of an apparently down-regulation of the known downstream targets of a Gα protein-mediated signaling pathway argues against the role of PKA as a downstream effector controlling mushroom formation. We hypothesize that the down-regulation of PKA may be responsible during fruiting body formation for the suppression of its targets, likely a variety of transcription factors, and that the observed increase in cAMP levels may serve roles other than activating PKA as in *C. neoformans* and *U. maydis* (Figure 5).

**Figure 5:**
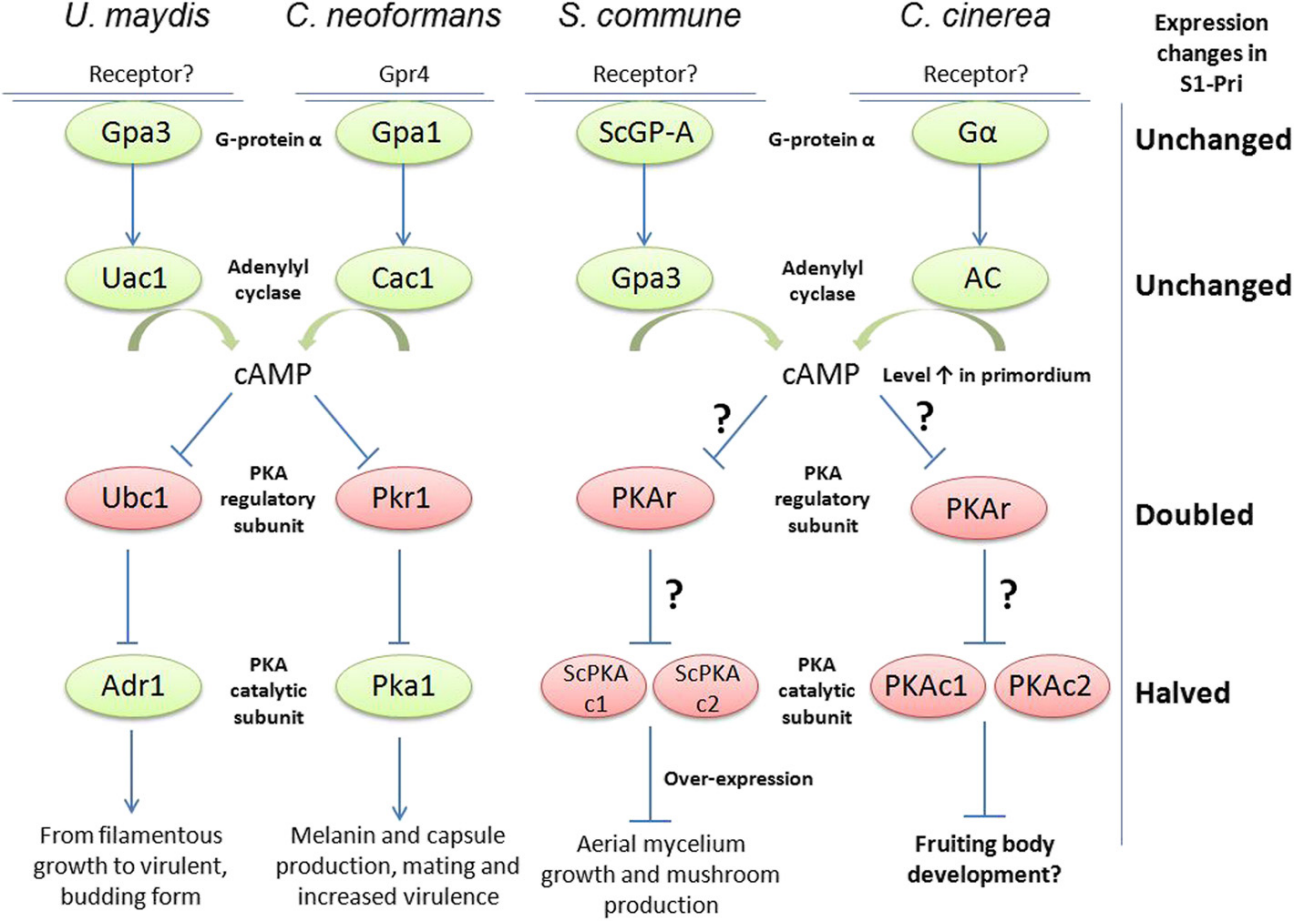
**The cAMP signaling pathway and morphogenesis in four selected basidiomycetes.** The cAMP signaling pathway in four basidiomycetes *Ustilago maydis*, *Cryptococcus neoformans*, *Schizophyllum commune* and *C. cinerea* (adapted from Lengeler et al., 2000 and Palmer and Horton, 2006). The G-protein-coupled receptor had only been identified in *C. neoformans*. G-protein α: “cAMP-type” alpha subunit of the heterotrimeric G-protein. PKA: protein kinase A. Proteins with activating functions are colored in green, and proteins with known/putative repressive functions are colored in red.

### Involvement of the MAP kinase pathway in fruiting body development

As far as the cAMP-PKA signaling pathway is concerned, we are also interested in investigating the MAP kinase (MAPK) signaling pathway, since it has been well-documented that the two pathways function in parallel with cross talk between them [46,52,53]. In *U. maydis*, the MAP kinase homolog Ubc3 is essential for pheromone responses, mating and filamentation [54], and similar developmental roles have also been described in budding yeast [55], *C. neoformans*[56] and *Neurospora crassa*[57]. However, the role of the MAPK cascade in fruiting body development in basidiomycetes has not been studied in great detail save for observations such as MAPK was found preferentially expressed in primordium and young fruiting bodies in *L. edodes*[58]. It was also shown that mutation of the protein kinase regulator *Cc.ubc2* (CC1G_00975) gene blocked phosphorylation of a presumptive MAP kinase [59]. Nevertheless, not only was expression of the *Cc.ubc2* gene not detected in either developmental stage in our 5^′^-SAGE data, we also showed low expression levels for the components in the MAP kinase pathway. However, real-time PCR demonstrated that two loci of MAP kinase (CC1G_07620 and CC1G_03633) were up-regulated by 0.4 fold and down-regulated by 70% in S1-Pri respectively. 

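CC1G_00975 (*Cc.ubc2*, chromosome 7, 1592701 to 1595203) is not listed for either library. The same holds for the MAP kinase genes CC1G_07620 and CC1G_03633, the MAP kinase kinase gene CC1G_02205 and the *ras2* homolog CC1G_04430. Of the 6 genes the paper names for this pathway in its text, only the MAP kinase kinase gene CC1G_03368 was listed, with 0 tags in Myc and 2 in S1-Pri (Fisher's exact test, p = 0.515), which is below the limit set for a count of 0. Outside these, Additional files 6 and 7 place 1 DEG of each stage on the MAPK signaling pathway. The S1-Pri gene was 3.63-fold higher and passed Benjamini-Hochberg adjustment, and the Myc gene was CC1G_00577, which Table 6 names as a MAPK protein kinase.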

Consistent with such results, expression of MAP kinase kinase loci (MAPKK) (CC1G_03368 and CC1G_02205) were up-regulated by 1.2-fold and down-regulated by 78% in S1-Pri respectively. It is unclear whether the two apparent subsets of MAPK/MAPKK combinations function independently, despite the high similarity in the conserved functional domains in these kinases. Accordingly, the budding yeast Ras2 homolog (CC1G_04430), which has been implicated to function as an upstream activator of both the cAMP-PKA and MAPK signaling cascades [60,61], was also found to be moderately up-regulated by 0.5-fold in S1-Pri. This suggests that the MAPK pathway and its activator may still be necessary although not up-regulated, for fruiting body development in *C. cinerea*.

### KEGG pathways analysis revealed an increased cellular metabolism in S1-Pri

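In Additional file 3, 270 of the 716 S1-Pri DEGs (37.7%) carry a KEGG ortholog. The ribosome pathway was represented by 62 terms on 64 genes, with a median 1.92-fold higher level in S1-Pri and, for the genes with tags in both libraries, a range of 1.29-fold to 5.88-fold. Of these 64 genes, 55 passed Benjamini-Hochberg adjustment, 19 kept their call under scaling by the median ratio, and 4 kept it at an assumed coefficient of variation of 0.4. Oxidative phosphorylation was represented by 27 terms on 29 genes, with a median 2.77-fold higher level, of which 17 passed the adjustment, 14 kept their call under that scaling and 3 kept it at that coefficient. The proteasome pathway had 6 genes with a median 3.43-fold higher level, of which 4 kept their call under that scaling and 4 at that coefficient. For genes at 0 in Myc, the medians use the limit of 3 tags. Genes of these pathways with at least 10 tags in both libraries enter the median ratio themselves. Calls lost under that scaling therefore do not test whether the pathways rose as a whole. Of the S1-Pri DEGs with a KEGG ortholog, 41.5% kept their call under the scaling, against 43.5% of those without. After adjustment the shares were 62.2% and 53.8%, and at a coefficient of 0.4 they were 25.6% and 33.2%.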

Among the 270 up-regulated genes (38%) in S1-Pri in which a KEGG ortholog could be identified (Table 3), 62 (23%) were annotated to be constituents of ribosome and most of the remaining were mapped to metabolic pathways involving oxidative phosphorylation (27), nucleotide metabolism (14), TCA cycle (6), sugar metabolism (7), amino acids metabolism (20) and protein degradation (12) (Additional file 6). This implies a significant higher demand for energy production, DNA synthesis, protein synthesis machinery and turnover during fruiting body development. In contrast, only 56 up-regulated genes (17%) in Myc were assigned a KEGG ortholog, and almost all of them were mapped to basic cellular metabolism pathways (Additional file 7). Furthermore, these 56 genes were assigned to as many as 69 different pathways and most of which only had one and two mapped components (47 and 19 respectively), thereby implying that few pathways are preferentially up-regulated during mycelial growth. Moreover, a remarkable 20% of Myc and 45% of S1-Pri DEGs with KEGG ortholog could not be assigned to a KEGG pathway.

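Of the 56 Myc DEGs with a KEGG ortholog (17.3% of the 324), 30 (53.6%) passed Benjamini-Hochberg adjustment, against 183 (68.3%) of the Myc DEGs without one. Counted from Additional file 7, these genes stood on 69 pathways, of which 47 held 1 term and 19 held 2. The S1-Pri DEGs stood on 125 pathways, of which 62 held 1 term and 29 held 2.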

### Novel pathways potentially involved in fruiting body development

Among the up-regulated pathways in S1-Pri, we are particularly interested in novel signaling pathways [62]. Two up-regulated genes in S1-Pri were assigned to the mTOR signaling pathways, and real time PCR confirmed the 5^′^-SAGE observations for these two DEGs (CC1G_10718 & CC1G_00269). 

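CC1G_10718, which encodes ribosomal protein small subunit s6e, lies on chromosome 9 from 683967 to 685173. It had 32 tags in Myc (48.4 per 100,000, 95% confidence interval 33.1 to 68.4) and 200 tags in S1-Pri (213.6 per 100,000, 185 to 245.3), a 4.41-fold higher level in S1-Pri (counting interval 3.03 to 6.62, Fisher's exact test, p = 1.01e-19). The call held under scaling by the median ratio and at an assumed coefficient of variation of 0.4. The real-time PCR measurements were not analysed here.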

The mTOR signaling pathway is of particular interest as the TOR pathway is well-conserved from animals to fungi [63-65] (Figure 6). TOR (Target of Rapamycin) is a serine/threonine protein kinase controlling a wide range of cellular events in response to different environmental cues such as stimulation by growth factors, changes in nutrient conditions and fluctuation in energy, and is specifically inhibited by FKBP12 protein together with rapamycin [66]. During amino acid (nitrogen) starvation, FKBP12 homologs interfere with TOR and thereby inhibit cell growth. We showed that although TOR (CC1G_00894) and its associated protein Raptor (CC1G_00662) had similar expression between Myc and S1-Pri stages, our 5^′^-SAGE data and real-time PCR recorded a 8.5-fold and 10.6 fold up-regulation of a Rheb homolog (CC1G_00269), a Ras-like small GTPase, which is able to prevent FKBP12 inhibition of TOR in a GTP-dependent manner such that TOR is activated in turn [66,67]. In addition, although the TSC1 homolog cannot be identified, expression of the TSC2 component (CC1G_15321) of the critical TOR negative regulator TSC1-TSC2 (tuberous sclerosis complex) complex remained unchanged. 

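CC1G_00894 (TOR) had 0 tags in Myc and 2 in S1-Pri, and CC1G_00662 (Raptor) is not listed for either library, so a difference was not detectable at this depth for either gene. CC1G_00269 (Rheb), on chromosome 5 from 1466716 to 1467534, had 0 tags in Myc and 8 in S1-Pri (8.54 per 100,000, 95% confidence interval 3.69 to 16.8). This interval reaches below the limit of 4.54 set for a 0 in Myc (Fisher's exact test, p = 0.0245, Benjamini-Hochberg adjusted p = 0.104), and with the 0 set to 1 tag per 100,000 the ratio was 8.54. With the totals scaled by the median ratio the call was lost (exact binomial test, p = 0.0628).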

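CC1G_15321 (TSC2), on chromosome 10 from 1406373 to 1411483, is not listed for either library, so its expression was below detection by 5′-SAGE in both stages.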

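The translation initiation factor 4B gene CC1G_10919, on chromosome 4 from 1558463 to 1560371, had 0 tags in Myc and 5 in S1-Pri (5.34 per 100,000, 95% confidence interval 1.73 to 12.5). A difference was not detectable at this depth (Fisher's exact test, p = 0.0814).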

We also demonstrated that two end effectors of the mTOR pathway, translation initiation factor 4B (CC1G_10919) and ribosomal protein small subunit s6e (CC1G_10718), showed a concurrent 1.6-fold up-regulation. We also observed a 2.6-fold up-regulation of a G-protein beta-like homolog (CC1G_06967) that is implicated to play a role in nutrient sensing. 

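In the 5′-SAGE libraries, CC1G_06967, on chromosome 6 from 723248 to 724721, had 6 tags in Myc (9.08 per 100,000, 95% confidence interval 3.33 to 19.8) and 3 tags in S1-Pri (3.20 per 100,000, 0.661 to 9.36). The level was 2.83-fold higher in Myc with a counting interval of 0.605 to 17.5 that includes 1 (Fisher's exact test, p = 0.176). With the totals scaled by the median ratio, which raises every Myc/S1-Pri ratio, it passed the threshold towards Myc (exact binomial test, p = 0.0326), so the call depends on the scaling.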

Taken together, our observations suggest that this Rheb GTPase homolog and the TOR signaling pathway functions as one of the essential regulators during fruiting body formation.

**Figure 6:**
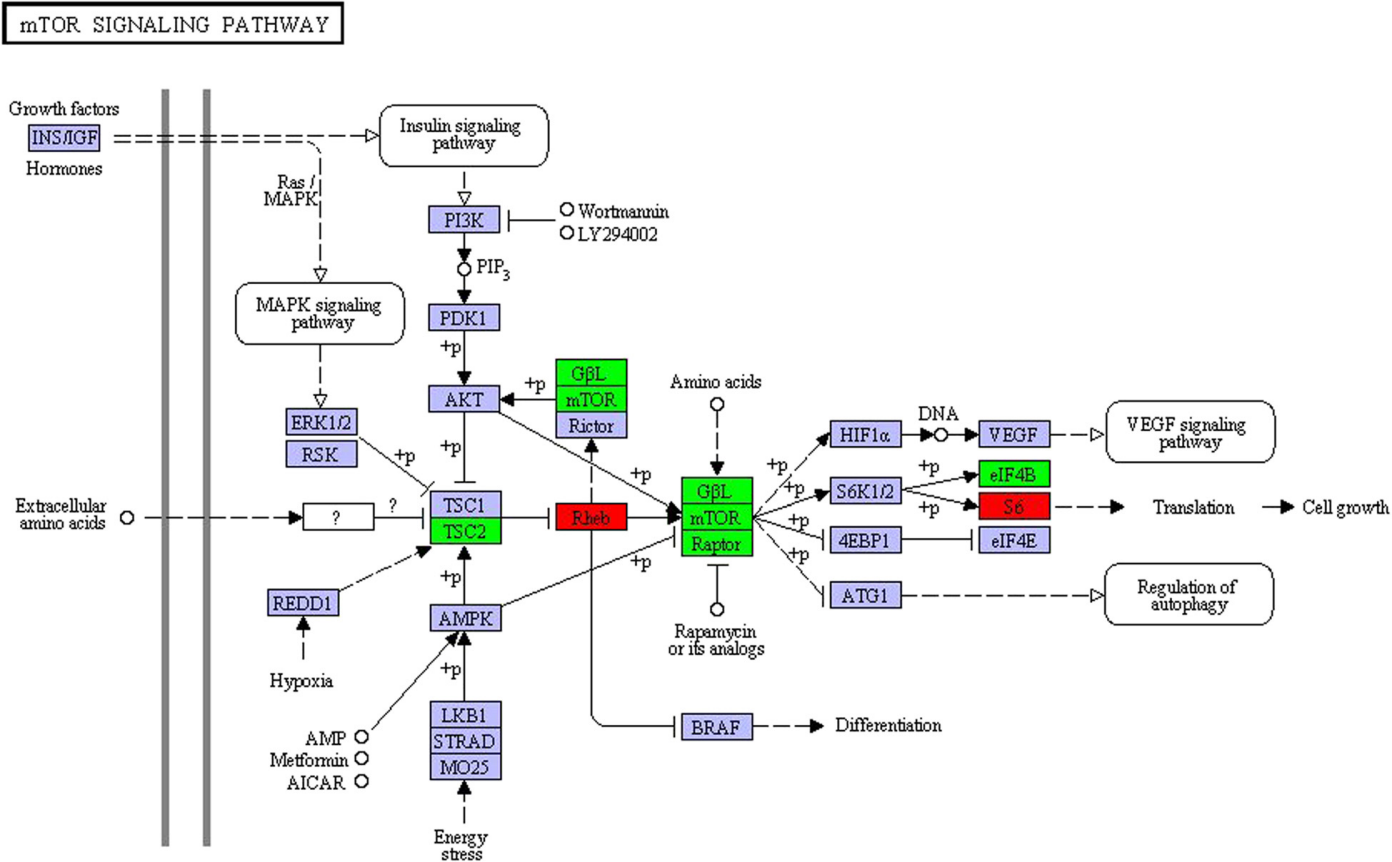
**The mTOR signaling pathway in KEGG pathway analysis.** The mTOR signaling pathway is among the S1-Pri-up-regulated pathways in KEGG analysis. Rheb and ribosomal protein small subunit s6e (red boxes) were identified through 5^′^-SAGE as DEGs in the S1-Pri stage. Expression of five other components (green boxes) were verified by real-time PCR.

Furthermore, the protein riboflavin-aldehyde forming (Raf) enzyme was found to be differentially expressed in primordium in both *L. edodes*[34] and *Agaricus bisporus*[68] during fruiting body formation. Although our 5^′^-SAGE data only showed a slight increase in the expression of the *raf* gene, 4 DEGs (CC1G_13718, 01137, 04209, 11697) in the S1-Pri stage were mapped to the pathway riboflavin metabolism. 

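The genes of the alpha and beta chains of riboflavin synthase, CC1G_13718 and CC1G_01137, had the most tags of the 4. The first, on chromosome 1 from 2818688 to 2821642, had 11 tags in Myc and 75 in S1-Pri, a 4.81-fold higher level in S1-Pri (counting interval 2.54 to 10.05, Fisher's exact test, p = 1.53e-08), and CC1G_01137 was 5.65-fold higher (2.92 to 12.2, p = 4.79e-10). CC1G_11697 had 14 and 39 tags (1.97-fold, 1.04 to 3.92, exact p = 0.0354) and CC1G_04209 had 0 and 7 tags (p = 0.0465). After Benjamini-Hochberg adjustment and under scaling by the median ratio, the calls of CC1G_13718 and CC1G_01137 held and those of CC1G_11697 and CC1G_04209 did not.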

Genes CC1G_13718 and CC1G_01137 encode the alpha and beta chain of riboflavin synthase, suggesting that an up-regulation of riboflavin synthesis may be a necessary complement to the increase in expression of the Raf enzyme in *C. cinerea* as well as other fruiting body-forming basidiomycetes.

### Protein domain enrichment

We searched all the annotated ORFs for protein domains using NCBI Conserved Domains [69], NCBI Protein Clusters [70], Pfam [71] and COG [72] databases. A total of 5,868 conserved domains were assigned to 3,751 ORFs at an e-value threshold of e<10^-20^. The occurrence of conserved domains in the Myc and S1-Pri DEGs were compared against all the ORFs. A domain is defined as ‘enriched’ in the set of DEGs if it has a *p*-value lower than 0.05 in the Fisher’s Exact Test. We identified 118 enriched domains in the Myc stage (Additional file 8) and 115 in the S1-Pri stage (Table 3) (Additional file 9). Intriguingly, as many as 93 Myc DEGs-enriched domains are present only once across the genome, and they are all represented in the Myc DEGs but never in the S1-Pri DEGs. This suggests types of protein functions suppressed during fruiting body formation.

We observed an enrichment of PIWI domains [73] in the Myc DEGs. Since this family plays a role in RNA silencing, as found in piwi proteins and a large number of piwi-related nucleic acid-binding proteins, our observations may provide some insights into gene regulation as fruiting occurs [74]. Among these 115 S1-Pri DEGs-enriched domains, 42 belong to the Ras/Rab/Ran families and 11 to the ribosomal protein domains, which are consistent with previous observations of a significant up-regulation of signal transduction and protein synthesis events. Other highly enriched domains in S1-Pri DEGs include 10 enoyl-CoA hydratase, 8 tubulin, 7 ARF (ADP ribosylation factor)/ARF-like domains found in GTP-binding proteins of the Ras superfamily [75], which deserve further investigation to uncover their roles during fruiting body development.

### Genes unique to fruiting body-forming basidiomycetes and *C. cinerea*

We searched all differentially expressed genes in both Myc and S1-Pri stages against the NCBI BLAST database and specifically against our in-house sequence database which consisted of the protein sequences of *Saccharomyces cerevisiae*, filamentous fungi (*C. neoformans*, *U. maydis*, *Aspergillus fumigatus*), *L. edodes*[76], and a number of fruiting body-forming basidiomycetes including *L. bicolor*[77], *Phanerochaete chrysosporium*[78], *Postia placenta*[79], *S. commune*[80], and two others *P. ostreatus* and *A. bisporus* obtained from the JGI Genome Portal [81]. In order to identify the DEGs that are unique to the fruiting body-forming basidiomycetes, we filtered out the genes in the blast reports that were dissimilar in sequences (e>10^-2^) and used a threshold of e<10^-10^ to indicate sequence homology among the seven basidiomycetous species. 

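All 22 Myc and 30 S1-Pri genes of Additional file 10, a list of DEGs by the species in which a homolog was found, had the call given there. The Myc genes had a median level of 29.5 tags per 100,000, and 11 of the 22 had 0 tags in S1-Pri. The S1-Pri genes had a median level of 23.5 tags per 100,000, 18 of the 30 had 0 tags in Myc, and 16 kept their call under scaling by the median ratio. The highest level on the Myc side was that of CC1G_07379, with 2097 tags in Myc and 999 in S1-Pri, and on the S1-Pri side that of CC1G_03340, with 0 and 351 tags.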

Under these criteria, we identified 22 Myc and 30 S1-Pri DEGs that are uniquely found in at least two fruiting body-forming basidiomycetes (Additional file 10). We speculate that these genes are fundamental and unique to fruiting body development in basidiomycetes despite their roles being unclear. Intriguingly, using the same criterion of e<10^-10^, we identified 41 Myc and 22 S1-Pri DEGs that were found only in the *C. cinerea* genome (Additional file 11). These genes do not bear any conserved protein domains and were not assigned to any GO terms or KEGG pathways. They may be novel and specific to fruiting body development in *C. cinerea*.

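The 41 Myc genes of Additional file 11 had a median level of 28.8 tags per 100,000 and the 22 S1-Pri genes one of 11.7. No tag in the other library was found for 25 and 17 of them. Benjamini-Hochberg adjustment was passed by 30 of the Myc and 12 of the S1-Pri genes, and 11 of the 22 S1-Pri calls held under scaling by the median ratio. The most abundant of the Myc genes was CC1G_02388, with 3779 tags in Myc and 299 in S1-Pri, and the most abundant of the S1-Pri genes was CC1G_03570.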

## Conclusions

We have demonstrated the capability of a combined approach of the 5^′^-SAGE procedures and high-throughput pyrosequencing to evaluate the transcriptomes of *C. cinerea* at the mycelium and stage 1 primoridum stages respectively. Expression of more than 3,000 genes were assessed, and we showed that one-third of these genes were preferentially expressed in either growth stage, suggesting an overall transcriptomic switch during the transition from mycelium to primordium. Two different sets of structural and functional proteins were found to be uniquely employed in either developmental stage. We demonstrated that sensing the nutrient levels and the environment and response to these changes, in addition to an up-regulation of cellular processes including energy production, DNA/protein synthesis, protein degradation, are crucial for fruiting body development. We also hypothesize an independent regulation of the MAPK and cAMP signaling pathways and an up-regulation of the TOR signaling pathway as necessary requirements. A wealth of candidate genes and anti-sense transcripts potentially related to early fruiting events were also uncovered. The 5^′^-SAGE data presented in this study serves to advance our understanding of the molecular mechanisms of fruiting body development in *C. cinerea*, which may as well be applicable to the other basidiomycetes that form fruiting bodies.

## Methods

### Strains and culturing

A dikaryotic *C. cinerea* strain, mated from two wild-type monokaryon strains J6;5–5 and J6;5–4 [82], was used in this study. The two monokaryotic strains were re-generated from single spore isolates of a dikaryotic strain which had been backcrossed with the reference strain Okayama 7 #130, for which its genome sequence is available, for 5 generations. Mycelium (Myc) was grown at 37°C in darkness on solid YMG medium and harvested when the mycelium just fully covered the Petri dish (approx. 7 days). Stage 1 primordium (S1-Pri) was grown at 25°C under a light/dark regime of 14/10 hr [10,33,82] and harvested by picking individual primordia from the base when they were at 2 days prior to karyogamy (height of about 5 mm).

### Ditag formation

Total RNA was extracted by TRI® reagent (Molecular Research Center, Inc) and Poly(A)^+^ mRNA was furthered isolated using the PolyATract® mRNA isolation system (Promega). First strand cDNA was synthesized using SuperScript™ III First-Strand Synthesis System for qRT-PCR (Invitrogen). Two different template switching oligos were employed for each developmental stage. Reverse transcription was performed at 42°C for 90 minutes. Second strand cDNA was then synthesized by low cycle primer extension using Advantage® 2 polymerase (Clontech). Double-stranded cDNA was purified by QIAquick PCR purification kit (Qiagen) and checked by electrophoresis on a 1.5% agarose gel.

The cDNAs were digested by 10units of *Mme*I (New England Biolabs) at 37°C for 2 hours. The digested products were extracted by phenol-chloroform and precipitated by ammonium acetate and ethanol at −20°C overnight, then re-suspended at low salt TE (2.5 mM Tris HCl, 0.25 mM EDTA, pH8.0) and electrophoresed on 15% polyacrylamide gel (Bio-Rad). After electrophoresis, the ~50 bp bands were excised, disrupted and the DNA contents were eluted and pooled. Following ethanol precipitation with ammonium acetate at −70°C for 4 h, pellets were collected and resuspended in low-salt TE buffer.

The pools of *Mme*I-digested fragments were ligated by 600units of T4 DNA ligase at 16°C overnight to form 100 bp ditags. The ligation mixtures were divided into half and PCR-amplified. The two PCR reactions were then pooled together, extracted by phenol/chloroform and precipitated with ammonium acetate and ethanol. Pellets were collected by centrifugation and resuspended in 15 μl ultra-pure water.

### High-throughput pyrosequencing

Prior to pyrosequencing, the identity of the 100 bp ditags were checked by 2% agarose gel electrophoresis and TA cloning using cloning vector pMD-18 T (Takara Biotechnology). Products of PCR screening with expected size were purified and sequenced for confirmation of the identity of the ditags. The mycelial and primordial ditags were sequenced with a GS20 sequencer in two separate metrics at 454 Life Sciences (Connecticut, U.S.A.).

### Tag extraction and genome mapping

The accuracy of all sequence reads were checked using a Phred-equivalent quality score. Perl scripts were written to remove low-quality sequences, extract valid ditags and subsequently extract individual tags. All tags were mapped to the *C. cinerea* genome sequence obtained from the Broad Institute using Perl scripts [30]. Only tags with a single exact match were retained for further analysis. Singleton tags were also discarded.

### Identification of differentially expressed genes

The expression level of individual genes was assessed by summing up the occurrence of all the tags mapped to the putative 5^′^-UTR and dividing this number by the total occurrence of all genome-mapped tags, then multiplying by 100,000, following which they were expressed as tags per hundred thousand in the corresponding stage. Differentially expressed genes (DEGs) between the Myc and S1-Pri stages were defined by a *p*-value of 0.05 in the pairwise Fisher Exact Test.

### GO and KEGG analysis

Protein homologs for all *C. cinerea* predicted gene models were assigned according to the best hit in BLASTX [83] against the NCBI non-redundant protein sequence database (e<10^-5^). Gene Ontology (GO) terms were assigned to protein homologs through BLAST2GO (version 2.4.2) using default parameters [31]. In subsequent GO term analysis of the differential expression data, corresponding level 2 parent terms were used in “biological process”, “molecular function” and “cellular component”. KEGG orthologs (KO) and KEGG biological pathways were also assigned through the KEGG Automatic Annotation Server (KAAS) [32] using the following parameters: BBH (bi-directional best hit method), and all fungal species as the representative gene set.

### Oligonucleotide microarray

The microarray platform, hybridization methods and data analysis have been described [10,33]. More than 13,000 oligonucleotides were designed using ArrayOligoSelector and printed randomly in duplicates on the slides. They were designed to minimize chances of a secondary match, and to be 3^′^ biased where possible. Myc and S1-Pri RNA samples from biological replicates were isolated from stages mentioned in “Strains and culturing”. First-strand cDNA was synthesized and labeled using Superscript Indirect cDNA Labeling System (Invitrogen) with alexa-fluor 635 and 532. Arrays were hybridized in four replicates. Data were captured and analyzed with GenePix 4200A scanner and GenePix Pro software (Molecular Devices). Data for a given oligonucleotide were included if two or more of the four replicates contained data for both probes. Intra-slide normalization and log_2_ transformation were performed using OLIN (Optimized local intensity-dependent normalization) and data were Z-adjusted to facilitate comparisons among arrays. Significance analysis of microarrays (SAM) was used to determine significant differences in gene expression between samples and the control.

### Quantitative real-time RT-PCR

The reliability of 5^′^-SAGE data was verified by examining expression of genes showing higher expression in Myc or S1-Pri and similar expression levels. Total RNAs were isolated from Myc and S1-Pri stages mentioned in “Strains and culturing” and were DNase-treated prior to first-strand cDNA synthesis using TaqMan® Reverse Transcription (RT) reagents (Applied Biosystems). RT-PCR primers were designed using the OLIGO™ software (version 4.0) (National Biosciences). Real-time RT-PCR was performed on the MiniOpticon™ Real-Time PCR detection system (Bio-Rad) using iQ™ SYBR® Green supermix (Bio-Rad) according to the manufacturer’s instructions. Reaction volumes of 20 μl containing 2 μl of 10X diluted cDNA were used and samples were prepared from biological replicates for each developmental stage and primer pair. Gene CC1G_03085 encoding a clathrin coat assembly protein was selected as the control for normalization. Melting curve analysis was also performed according to the manufacturer’s instructions (Additional file 12 and Additional file 13).

### Availability of supporting data

The data sets supporting the results of this article are available in the NCBI Gene Expression Omnibus (GEO) repository under accession GSE40722.

## Abbreviations

5'-SAGE: 5'-Serial Analysis of Gene Expression; Myc: Mycelium; S1-Pri: Stage 1 primordium; DEG: Differentially expressed gene; TSS: Transcription start site; UTR: Untranslated region; GO: Gene Ontology; KEGG: Kyoto Encyclopedia of Genes and Genomes; RT-PCR: Reverse transcription PCR; HSP: Heat shock protein; cAMP: cyclic adenosine monophosphate; MAPK: Mitogen-activated protein kinase; MAPKK: mitogen-activated protein kinase kinase; PKA: Protein kinase A; TOR: Target of rapamycin.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

Listing those who: Conceived and designed the experiments: HSK, PJP & MEZ. Performed the experiments: CKC & SKW. Analyzed sequence data: CHA, CKC and JES. Drafted the manuscript: CKC. Revised the manuscript: HSK, JES, & PJP. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **List of 3270 genes of which expression is detected in either Myc or S1-Pri stage.** Expression level is evaluated by summing up the counts of all tags mapped to the putative 5^′^-UTR, divided by the total tag counts in the respective stage, and expressed in tags per 100,000. Click here for file

Additional file 2 **List of 324 genes differentially expressed in the Myc stage.** Expression level is evaluated by summing up the counts of all tags mapped to the putative 5^′^-UTR, divided by the total tag counts in the Myc stage, and expressed in tags per 100,000. Differential expression is defined by p<0.05 in Fisher’s exact test. Click here for file

Additional file 3 **List of 716 genes differentially expressed in the S1-Pri stage.** Expression level is evaluated by summing up the counts of all tags mapped to the putative 5^′^-UTR, divided by the total tag counts in the S1-Pri stage, and expressed in tags per 100,000. Differential expression is defined by p<0.05 in Fisher’s exact test. Click here for file

Additional file 4 **Microarray data for the 8667 genes after quality filtering.** M_006_z to M_009_z represent four replicate experiments. Values are given as log2 ratio of expression level of Myc divided by that of S1-Pri. Click here for file

Additional file 5 **Gene ontology terms assigned to the differentially expressed genes in both Myc and S1-Pri.** We recommend viewing using Gene Ontology Browsing Utility, available at //gobu.iis.sinica.edu.tw. Run “gobuCmd.bat” in the “gobu” folder after extraction of the downloaded .zip file, wait for the program interface to pop up and load the .txt file into the program. Click here for file

Additional file 6 **KEGG pathway maps assigned to S1-Pri DEGs.** KEGG Orthology (KO) id and description can be found in the last two columns of additional file 2. Click here for file

Additional file 7 **KEGG pathway maps assigned to Myc DEGs.** KEGG Orthology (KO) id and description can be found in the last two columns of additional file 1. Click here for file

Additional file 8 Protein domains enriched in the Myc DEGs. Click here for file

Additional file 9 Protein domains enriched in the S1-Pri DEGs. Click here for file

Additional file 10 **Myc and S1-Pri DEGs that are unique to at least two fruiting body-forming basidiomycetes.** Ab: *Agaricus bisporus*; Le: *Lentinula edodes*; Lb: *Laccaria bicolor*; Po: *Pleurotus ostreatus*; Sc: *Schizophyllum commune*; Pc: *Phanerochaete chrysosporium*; Pp: *Postia placenta*. Click here for file

Additional file 11 **Myc and S1-Pri DEGs that are unique to *C. cinerea.*** Click here for file

Additional file 12 **Primers used in real-time RT-PCR for cross-validation of 5**^**′**^**-SAGE and microarray.** Click here for file

Additional file 13 Primers used in real-time RT-PCR for expression validation of additional selected genes. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

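The data are the 5′-SAGE libraries of Myc and S1-Pri, 1 library for each stage of a dikaryotic *C. cinerea* strain. Each library was sequenced as ditags on a GS20 sequencer. The authors extracted the tags, matched them to the *C. cinerea* genome of the Broad Institute (assembly version 3) without mismatches, kept tags with a single match, removed singleton tags and summed the tags in the 500 bp upstream of each annotated start codon. The deposited values are these sums as tags per 100,000 genome-mapped tags, a tag count normalized by the library total, for 3270 entries in each library, with the sequence of each gene. Tags that started within a coding region, reads of transcripts with a 5′-UTR longer than 500 bp and singleton tags do not enter the values, and a gene whose upstream window overlaps that of a neighbour may share tags with it.

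The values lie in equal steps, and the library total was taken as the whole number for which all values of a library fall within 0.055 tags per 100,000 of a whole tag. The totals were 66082 tags for Myc and 93639 for S1-Pri, and the tags per gene were recovered from them. The tests are tests of these tag counts. Each gene was tested by a two-sided Fisher's exact test at an unadjusted p below 0.05, as the authors did. Levels have exact Clopper-Pearson 95% confidence intervals and ratios an exact interval from the split of the tags between the libraries. A count of 0 was given a limit of 3 tags. A fold written as at least is set against this limit and is not a confidence bound. Where the ratio of the paper's additional files was needed, a level of 0 was set to 1 tag per 100,000. Correlations over the 18 genes of Table 6 have two-sided permutation p-values from 100000 resamples, with the PCR and array log2 ratios taken from the paper as printed. The tests of all genes were tested on simulated data of the same depths first. With 1 library per stage, the spread between cultures is not known from the tags. The replicates of the paper's microarrays and real-time PCR were not used to measure it. Temperature, light and the sequencing of the libraries differ between the stages together with the stage itself. No list of genes was tested for enrichment, and the p-values of the correlations over the 18 genes take genes as the units, which are not replicates.

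The alternatives were a total of the 5′-UTR tags alone, the paper's number of uniquely matched tags, Benjamini-Hochberg adjustment, a minimum of 10 tags over both libraries, totals scaled by the median ratio of genes with at least 10 tags in both libraries (tested by an exact binomial test), totals without the 10 most abundant genes of each library, a negative binomial exact test with an assumed coefficient of variation of 0.2 or 0.4, S1-Pri tags thinned to the Myc total in 100 draws, minimums of 3 and 5 tags for detection, 0.5 tag added to each count, and a count of 0 set to 3 tags. These alternatives, the tests of the results at the claims and the rule for the genes were fixed before the data were examined, and the closing parts name the tests chosen later. Entries of one identifier were summed as an alternative chosen after seeing the data.

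The genes named are the 99 genes the paper names by identifier in its text, Tables 4, 5 and 6 and Figures 1 and 2, of which 11 are not listed for either library, and in each direction the 10 genes with the smallest p. Most values of these genes had been seen in the paper's tables when this rule was written. Their places are those of the CC3 assembly, in which all 3270 entries were matched by identifier. Gene names are those of the paper. Lists of ribosomal, proteasome and oxidative phosphorylation genes had been planned on the condition that the deposited files carry an annotation; they carry none and these lists were not run over all genes. The first 1999 of the entries of Additional file 1 and the first 1999 of Additional file 4 were at hand, so no set test used them. Microarray values, real-time PCR measurements other than those in Table 6, Gene Ontology terms, protein domains, antisense tags and the positions of single tags were not analysed here. Python 3.11.15 was used with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.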

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

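The genes below were picked by a rule on their p-values and the tests on them were set before their results were seen, except that the test of a common shift was limited to the S1-Pri genes afterwards.

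Among the 10 genes with the smallest p in each direction, 5 are not named in the paper's text, tables or figures, although its additional files list them. Their levels lie far above the limit set for a count of 0. CC1G_02388, on chromosome 3 from 3319692 to 3320743, had the highest level of all genes in Myc, 5719 tags per 100,000 (95% confidence interval 5543 to 5898), and 319 in S1-Pri, a 17.9-fold difference (counting interval 15.9 to 20.2). It carries no BLASTX homolog in Additional file 2. CC1G_14854, on chromosome 7 from 1785800 to 1786732, had 1574 tags per 100,000 in Myc and 148.4 in S1-Pri (10.6-fold, 8.87 to 12.7), and its homolog in Additional file 2 is a copper transporter of *Pleurotus*. CC1G_15383, on chromosome 12 from 310239 to 310934, had 1091 tags per 100,000 in Myc and 27.8 in S1-Pri (39.3-fold, 26.6 to 60.6), with no homolog given. In S1-Pri, CC1G_11475, on chromosome 12 from 1059223 to 1060176, had 965.4 tags per 100,000 against 409 in Myc (2.36-fold, 2.06 to 2.72), and its homolog is the 60S ribosomal protein L24. CC1G_11806, on chromosome 3 from 3418652 to 3420191, had 252 tags per 100,000 in S1-Pri against 30.3 in Myc (8.33-fold, 5.27 to 13.9), with a pore-forming toxin-like protein as homolog.

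A common shift of all genes between the libraries would take the calls of the S1-Pri genes away when the totals are scaled by the median ratio. Both genes higher in S1-Pri, CC1G_11475 and CC1G_11806, kept their call and direction (2 of 2), so a shift of this size does not account for all of their difference. They were picked for their small p, so this outcome was close to fixed in advance and says nothing about other genes. The calls of the 3 Myc genes were not tested by it, since the scaling raises every Myc/S1-Pri ratio and cannot take a Myc call away. Spread between cultures stays open, and the paper's replicate microarrays were not consulted for these genes. With an assumed coefficient of variation of 0.4, 4 of the 5 genes kept their call and CC1G_11475 did not (negative binomial exact test, p = 0.174), but the true spread was not measured with 1 library per stage, so spread and stage cannot be told apart for these genes. Amplification of the ditags, which could favour single tags, was not tested. A difference between the stages is the open biological explanation, and it was not separated from the difference in temperature and light.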

How the results depend on the processing

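Summing the entries of one identifier was chosen after seeing the data. It left 321 Myc and 717 S1-Pri calls, and the other alternatives were set before. No paired analysis was possible because each stage has 1 library.

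The S1-Pri calls moved most with the threshold, the scaling and the assumed spread. The Myc calls moved most with the threshold and the minimum of 10 tags. Benjamini-Hochberg adjustment left 213 Myc and 408 S1-Pri calls, for which the stricter threshold is the cause. A minimum of 10 tags left 188 Myc calls, since fewer genes are tested. Of the S1-Pri calls, 306 remained with the totals scaled by the median ratio, and 417 genes were called without the 10 most abundant genes of each library in the totals. A negative binomial test left 450 S1-Pri calls with a coefficient of variation of 0.2 and 217 with 0.4, since it assumes more spread. The Myc calls stayed within 1.5 times their number under the other alternatives, from 216 to 466, and so did the S1-Pri calls, from 518 to 774. The number of detected genes follows the tags asked for by construction: with at least 5 tags, 933 genes were found in Myc and 1457 in S1-Pri. Thinning S1-Pri to the Myc total left 2658 genes with at least 1 tag, and 2272 with at least 2 tags, the lowest count above 0 in the deposited values.

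The share of DEGs over 3-fold was 60.8% for Myc and 38.7% for S1-Pri with a count of 0 set to 3 tags, which lowers these ratios by construction, and 84.6% and 64.7% with at least 10 tags. For S1-Pri it was 70.3% after Benjamini-Hochberg adjustment. The fall with at least 10 tags follows from the genes left out: all 136 Myc and 198 S1-Pri DEGs with fewer tags were over 3-fold. The cause of the last value was not tested. Both correlations over the 18 genes kept their sign and stayed past the threshold under each alternative, from 0.935 to 0.990 for PCR and from 0.709 to 0.791 for the microarray.

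Among the entries of the named genes, 41 were called for Myc and 44 for S1-Pri. With adjustment, 2 and 9 of them lost the call, with a coefficient of variation of 0.2 it was 1 and 7, with 0.4 it was 4 and 16, and with the median ratio 0 and 11, where the scaling cannot take a Myc call away. Calls were also gained: 6 uncalled entries became Myc calls with the median ratio, among them CC1G_03085 and CC1G_06967, and CC1G_07540 became an S1-Pri call with the total of 5′-UTR tags. Reversed directions were seen in genes close to equal levels. With the totals scaled by the median ratio, the log2 ratio turned to 0.60 for CC1G_05458 (histone H4), 0.57 for CC1G_10110, 0.54 for the first entry of CC1G_03278 and 0.45 for CC1G_07540, each because the scaling adds the shift. With the total of 5′-UTR tags, it turned to -0.13 for CC1G_03085. Depth limits the genes with few tags: below 4 tags in Myc or 6 in S1-Pri against 0, no gene could pass.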

Differences from the paper's values

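All comparisons here are with alternatives set before the data were examined, except that the tolerance for a match of 2 correlations, 0.001, was chosen after the values were seen.

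The paper's numbers of valid tags are 107046 for Myc and 146369 for S1-Pri, and the totals behind the deposited values are 66082 and 93639. These are not taken as the same quantity, since valid tags include those without a unique match, which the authors did not use for the levels. The authors also discarded singleton tags, and whether this accounts for the rest was not tested. No alternative applies to them.

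For the correlation between 5′-SAGE and real-time PCR over 18 genes the paper's value is 0.936 and the value found here is 0.958. Without the 2 genes farthest from the median 5′-SAGE ratio it was 0.935, which lies within the tolerance of the paper's value. With 0.5 tag added (0.948), without the genes with a 0 (0.990) and with Spearman's rho (0.981) it did not.

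For CC1G_10718 the paper's up-regulation in S1-Pri is 1.6-fold, and the deposited values give 4.41-fold. With the total of 5′-UTR tags it was 4.98 and with the median ratio 2.88, and the remaining 3 alternatives change the test and leave the fold as it is, so none comes to the paper's value. For CC1G_06967 the paper gives a 2.6-fold up-regulation in S1-Pri, and the S1-Pri/Myc ratio here is 0.353, from 6 tags in Myc and 3 in S1-Pri, which is not past the threshold. It was 0.399 and 0.231 under the same 2 alternatives, and with the latter, which raises every Myc/S1-Pri ratio, it was called higher in Myc (exact binomial test, p = 0.0326). The paper's text does not name the method at these folds. It states elsewhere in the section that CC1G_10718 was also measured by real-time PCR, and the legend of Fig. 6 names real-time PCR for components other than Rheb and s6e. The paper's folds may therefore be PCR values, which were not analysed here, and tag counts are then set against another measure.

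The paper places CC1G_02183 and CC1G_02184 among the 10 genes of highest level in Myc. Over all listed genes they ranked 16 and 11 by level, and among the genes called for Myc they ranked 13 and 9. In the paper's Table 4, which is ordered by the log2 ratio, both stand among the first 10 genes. The paper speaks of lower 5′-SAGE levels for many components of the cAMP pathway. Of the 5 genes it names, 3 are not listed for either library, CC1G_00440 was higher in S1-Pri (0 and 15 tags) and CC1G_04466 had 2 tags in Myc and 0 in S1-Pri, which is not past the threshold.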

Other observations

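The tests of a common shift on the number of calls, of the values of repeated identifiers and of genes with at least 5 tags were chosen after the results were seen, and the other tests before.

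More genes were detected in S1-Pri than in Myc, 2732 against 1911. The deeper S1-Pri library may explain part of this. Thinned at random to the Myc total, S1-Pri kept a median of 2272 genes with at least 2 tags over 100 draws (2240 to 2304). Outside the 17 genes that are among the 10 most abundant of either library, and thinned to the Myc tags there, it kept 2020 (1954 to 2058), against 1895 in Myc. With at least 5 tags the numbers were 1190 (1165 to 1217) against 933 over all genes, and 1022 (999 to 1054) against 917 outside the abundant genes. The thinned counts are upper limits, because the authors removed singletons by position and this step cannot be repeated without the positions of the tags. The prediction written beforehand would have argued against depth in both tests, as every draw kept more genes than Myc, but it had not allowed for this step. For that reason, depth, the abundant genes and a larger number of transcribed genes in S1-Pri cannot be told apart.

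More genes were called higher in S1-Pri than in Myc, 716 against 324. After thinning S1-Pri to the Myc total, 542 S1-Pri calls (at least 509 in each draw) and 225 Myc calls (at most 233) were left. The excess thus remained at equal totals. Singletons could not be removed again from the thinned tags, a step that could lower the S1-Pri calls and raise the Myc calls. How far it would do so was not tested, so depth is argued against only without this step. The abundant Myc genes are a candidate explanation. Without the 10 most abundant genes of each library in the totals, there were 417 S1-Pri and 404 Myc calls, so nearly all of the excess was gone. The prediction had been that S1-Pri would fall to the Myc number or below, and the looser reading was taken after the values were seen. These smaller totals raise every Myc/S1-Pri ratio by the same factor. The excess would therefore shrink whatever its cause, and the counts cannot show that the abundant genes caused it. With the totals scaled by the median ratio, 306 S1-Pri and 466 Myc calls were found. This scaling assumes that the typical gene did not change, so whether the shift is technical or a real rise of many genes in S1-Pri cannot be told apart with 1 library per stage.

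The shift itself was present in most of the 385 genes with at least 10 tags in both libraries, 275 of which were lower in Myc. The abundant genes may account for part of it. With their tags left out of the totals, which raises every Myc/S1-Pri ratio, the log2 median ratio went from -0.61 to -0.31 (370 genes). This leaves about as much unexplained. With the totals of the 5′-UTR tags the shift grew to -0.79 (385 genes), so its size depends on the total in both directions. The GC content of the listed sequence is argued against, as the median log2 ratios of 3 equal groups by GC were -0.69, -0.53 and -0.61 from low to high GC, all on the same side and close together. A higher level of ribosomal and metabolic genes in primordia stays open and was not tested, since no list was run over all genes.

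Neighbouring genes were called in the same direction more often than in shuffled calls. Of 1029 pairs of neighbours that are both listed, 75 were called in the same direction, against a median of 60 (46 to 74) in 10000 shuffles, of which 225 gave as many. Pairs called in opposite directions numbered 31, against 45 (33 to 57). Random gene order is argued against by both counts, the first by a narrow margin. Tags counted for both of 2 neighbours with overlapping upstream windows could give this pattern. The paper counts sense and antisense tags apart, so neighbours on opposite strands would share none if only sense tags were summed. Among neighbours over 1000 bp apart, where the windows cannot overlap, 7 of 151 pairs went in the same direction, against 9 (4 to 15), and among closer ones 68 of 878, against 51 (38 to 64). Pairs in opposite directions numbered 11 of the wide ones, against 6 (2 to 12), and 20 of the closer ones, against 38 (27 to 50), so the departure from shuffled calls lay in the closer pairs. By the prediction written beforehand this would speak for shared tags, but the wider pairs are too few to show an excess of the size seen in the closer ones. The pairs were also split by distance alone and not by strand, so the test does not single out the pairs that could share tags. Shared tags, tandem copies and joint regulation of close genes therefore cannot be told apart by it.

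The deposited list carries 25 identifiers on more than 1 entry. The simplest explanation, a gene entered again with the same values, is argued against by 24 of the 25, whose entries have different values, although all 25 have the same sequence on their entries. None had entries called in opposite directions. Of 13 such identifiers with more than 1 entry in the part of Additional file 1 at hand, 12 had different BLASTP homologs on their entries. Which entry belongs to the identifier is not known, which limits the values of CC1G_03278 and CC1G_13813. No biological explanation was tested.

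CC1G_03085, which encodes the clathrin coat assembly protein that the paper used to normalize real-time PCR, had 72 tags in Myc (109 per 100,000) and 99 in S1-Pri (105.7 per 100,000), a ratio of 1.03 (Fisher's exact test, p = 0.877). Relative to the common shift its level in Myc was 1.58-fold that in S1-Pri, which follows from the scaling of nearly equal levels. Histone H4, CC1G_05458, behaved alike, with 69 and 99 tags and a ratio of 1.51 relative to the shift.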
